# Selenium Deficiency Exacerbates Hyperoxia-Induced Lung Injury in Newborn C3H/HeN Mice

**DOI:** 10.3390/antiox13040391

**Published:** 2024-03-25

**Authors:** Lora C. Bailey-Downs, Laura G. Sherlock, Michaela N. Crossley, Aristides Rivera Negron, Paul T. Pierce, Shirley Wang, Hua Zhong, Cynthia Carter, Kathryn Burge, Jeffrey V. Eckert, Lynette K. Rogers, Peter F. Vitiello, Trent E. Tipple

**Keywords:** selenium, newborn hyperoxia, lung, antioxidants, Wnt/β-catenin, Notch

## Abstract

Extremely preterm infants are often treated with supraphysiological oxygen, which contributes to the development of bronchopulmonary dysplasia (BPD). These same infants exhibit compromised antioxidant capacities due in part to selenium (Se) deficiency. Se is essential for basal and inducible antioxidant responses. The present study utilized a perinatal Se deficiency (SeD) mouse model to identify the combined effects of newborn hyperoxia exposure and SeD on alveolarization and antioxidant responses, including the identification of affected developmental pathways. Se-sufficient (SeS) and SeD C3H/HeN breeding pairs were generated, and pups were exposed to room air or 85% O_2_ from birth to 14 d. Survival, antioxidant protein expression, and RNA seq analyses were performed. Greater than 40% mortality was observed in hyperoxia-exposed SeD pups. Surviving SeD pups had greater lung growth deficits than hyperoxia-exposed SeS pups. Gpx2 and 4 protein and Gpx activity were significantly decreased in SeD pups. Nrf2-regulated proteins, Nqo1 and Gclc were increased in SeD pups exposed to hyperoxia. RNA seq revealed significant decreases in the Wnt/β-catenin and Notch pathways. Se is a biologically relevant modulator of perinatal lung development and antioxidant responses, especially in the context of hyperoxia exposure. The RNA seq analyses suggest pathways essential for normal lung development are dysregulated by Se deficiency.

## 1. Introduction

Prematurity and the consequences of preterm birth remain a significant world-wide health burden. Bronchopulmonary dysplasia (BPD), a chronic lung disease of prematurity, remains the leading cause of respiratory morbidity, mortality, and long-term complications in prematurely born infants, predominantly driven by increases in the survival of extremely low birthweight (ELBW) infants. Preterm neonates are often treated with supraphysiological levels of oxygen (O_2_) to maintain adequate tissue oxygenation; however, hyperoxia and O_2_ toxicity contribute to the development of BPD. These infants are highly susceptible to the effects of O_2_ toxicity due to developmental deficits in endogenous antioxidant defenses [1]. Key antioxidant systems, including the glutathione (GSH) and thioredoxin (Trx) systems, require selenium (Se) for optimal function [2]. Further, GSH system disruption alters lung morphogenesis and hyperoxia responses in neonatal mice [3].

Maternal Se deficiency is associated with adverse pregnancy outcomes including preeclampsia, gestational diabetes, premature delivery, and low birth weight [2,4,5,6,7]. In the fetus, Se is largely trans-placentally acquired during the third trimester. Extremely preterm and extremely low birthweight (<1000 g; ELBW) infants miss third trimester Se accrual and are more profoundly Se deficient [8]. Importantly, ELBW infants were recently shown to be up to 17 times more likely to be Se deficient than term infants [9]. At birth, preterm infants exhibit lower circulating Se levels and lower hepatic Se stores compared to term infants. Standard parenteral and enteral neonatal nutritional protocols lead to insufficient Se supplementation and Se deficiency [4,10]. Thus, perinatal Se deficiency is driven by a lack of Se transfer, is exacerbated by inadequate and/or inconsistent postnatal Se supplementation and is common in ELBW infants [4,11,12,13].

The biological effects of Se are primarily mediated through selenocysteine (Sec), the 21st naturally occurring amino acid. Humans express 25 selenoproteins containing at least one Sec residue. Sec is primarily transported throughout the body via selenoprotein P (Selenop). Selenop contains up to 10 Sec residues and is responsible for ~65% of all circulating Se in humans [14,15]. In catalytic antioxidant selenoproteins, Sec is in the active site and is responsible for oxidation-reduction reactions. Catalytic antioxidant selenoproteins include all isoforms of the glutathione peroxidases (Gpx) and thioredoxin reductases (Txnrd). Optimal Gpx and Txnrd catalytic function are essential for antioxidant responses. Se deficiency has been linked to neurological dysfunction [16] and cancer risks [17,18,19], and high levels of Se is associated with GI morbidities and even death [20]. In settings of limited Se bioavailability, the human body prioritizes the synthesis and expression of specific selenoproteins, a process known as the selenoprotein hierarchy [21]. The selenoprotein hierarchy in the neonatal lung in the setting of altered Se levels and variable oxygen exposure is incompletely characterized.

All Gpx and Txnrd isoforms and the enzyme responsible for de novo GSH synthesis (glutamate-cysteine ligase catalytic unit, Gclc) are transcriptionally regulated by nuclear factor erythroid 2 related factor 2 (Nrf2), the so called “master regulator of antioxidant responses”. Disruptions to GSH-dependent antioxidant responses in the neonatal lung alters lung development and exacerbates hyperoxia-induced lung injury [3]. Thus, the synthesis and activity of Trx and GSH antioxidant systems are modulated by both Se availability and Nrf2 activity [11,22,23]. The studies presented herein were conducted on a C3H/HeN background with a responsive Nrf2 phenotype [24]. We recapitulated the conditions used for our previous studies in C57Bl/6J mice, which utilized a well-established dietary protocol [25]. We established Se-deficient (SeD) male and female breeders and identified the presence of Se deficiency in their newborn pups. We further adapted this model to test the hypothesis that maternal Se deficiency would exacerbate the effects of O_2_ toxicity in association with alterations in pulmonary selenoenzyme expression and function. Further, RNA seq data suggest new pathways affected by the intersection between perinatal Se deficiency and postnatal hyperoxia exposure.

## 2. Materials and Methods

### 2.1. Animal Model

Animal studies were performed at the University of Oklahoma Health Sciences Center using protocols approved by the Institutional Animal Care and Use Committee. C3H/HeN mice were purchased from Harlan (Inotiv, 040, Indianapolis, IN, USA). At 3 weeks of life, male and female mice were randomized to Se-sufficient (SeS) (0.4 ppm sodium selenite from Torula yeast; TD.07326, Inotiv) or Se-deficient (SeD) (<0.01 ppm sodium selenite; TD.92163, Inotiv) diets, and maintained on these diets throughout the experiment. After 3 weeks on respective SeS or SeD diets, mice were bred to create SeS and SeD litters for use in the present studies [25]. Newborn mice were exposed to room air (FiO_2_ 0.21) or hyperoxia (FiO_2_ 0.85), beginning within 12 h of life on postnatal day 0.5 (PND 0.5) for up to 14 d. Dams were rotated between conditions every 24 h to prevent oxygen toxicity. At PN14, pups were euthanized, and the left lung was tied off, removed, snap frozen, and stored at −80 °C for molecular analyses. The right caudal lobe was then inflation-fixed with 10% formalin for morphology. A portion of the animals were euthanized at PN1 or 3 and lungs were perfused with ice-cold PBS, snap frozen in cold TRIzol (15596026, Invitrogen, Waltham, MA, USA), and stored at –80 °C for RNA seq analyses.

### 2.2. Morphometrics

To perform lung morphometry analysis, lungs were gravity inflated under 20 cm fluid pressure with 10% buffered formalin and stored at 4 °C for 24 h. Caudal lobes were paraffin-embedded, cut into 5 µm sections, H&E stained, and brightfield-imaged at 20X (0.33 µm/pixel resolution) using an Olympus slide scanner (VS120-L100-W, Evident Corporation, Shinjuku Monolith, 3-1 Nishi-Shinjuku 2-chome, Shinjuku-ku, Tokyo, Japan). Adobe Photoshop was used to exclude areas of no interest before normalization was performed using the histogram function. ImageJ (v1.54F) and Excel (2024)were used to quantify airspace, alveolar size, mean linear intercept, and radial alveolar count, as adapted from [26,27].

### 2.3. Western Blots

Lung tissues were lysed in 1× RIPA buffer using a BeadBlaster24R (Benchmark Scientific, Sayreville, NJ, USA). Proteins were separated into 4–20% SDS-polyacrylamide gels and semi-dry-transferred to nitrocellulose membranes. Membranes were blocked for 1 h in 5% milk and probed overnight on a 4 °C rocker with the following primary antibodies: anti-Gclc (ab190685, Abcam, Cambridge, UK), anti-Gpx2 (ab137431, 1:2000, Abcam), anti-Gpx4 (sc-166570, 1:1000, Santa Cruz, Santa Cruz, CA, USA), NQO1 (ab34173, 1:2000, Abcam), Sepp1 (PA5-112707, 1:1000, Invitrogen, Waltham, MA, USA) or Txnrd11 (ab124954, 1:1000, Abcam). Membranes were then incubated at room temperature for 1 h in secondary antibody of goat anti-mouse HRP (horseradish peroxidase) (1031-05, 1:2000, Southern Biotech, Birmingham, AL, USA) or goat anti-rabbit HRP (4030-05, 1:2000, Southern Biotech). Membranes were developed using enhanced chemiluminescence (ECL) with ChemiDoc imaging and quantified by densitometry using Image Studio (Li-Cor, v 5.2.1, Lincoln, Nebraska). All quantifications for western blots were normalized to β-actin (8H10D10, 1:2000 Cell Signaling Technology, Danvers, MA, USA).

### 2.4. GPX Activity

Snap-frozen lung tissues (10–15 mg) were homogenized in 300 µL 1× Mammalian Cell Lysis Buffer (ab179835, Abcam) in a BeadBlaster24R (Benchmark) using a linear speed of 4 m/s for two 45 s cycles. Gpx activity (ab219926, Abcam) measurement was based on a series of reactions that ended with a NADP signal that reacted with NADP+ to give a fluorescent signal (420 nm for excitement/480 nm for emission) that was directly proportional to GPx activity.

### 2.5. RNA Sequencing

Mouse lung samples in TRizol (15596026, Invitrogen) were submitted to the Institutional Research Core Facility for processing. RNA was isolated from the tissues using the Direct-Zol RNA miniprep kit and established protocols from Zymo Research (R2050S, Irvine, CA, USA). RNA was checked for quality using Agilent’s 2100 Bioanalyzer (Santa Clara, CA, USA), and concentrations from NanoDrop (ThermoFisher, Waltham, MA, USA) readings were used. Stranded RNA-seq libraries were constructed using a NEBNext poly(A) mRNA isolation kit followed directly by IDT’s XGen Broad Range RNA Library Prep Kit and the established protocols. The library construction was performed using 1 ug of RNA. Each of the 28 libraries was indexed during library construction in order to multiplex for sequencing. Libraries were quantified using Invitrogen’s Qubit 4 fluorometer and checked for size and quality on Agilent’s 2100 Bioanalyzer. Samples were normalized and pooled onto a 150 paired end run on Illumina’s NextSeq 2000 Platform to obtain 50 M reads per sample. Upstream analysis was performed using OSCER HPC (High Performance Computing); this included quality control, read trimming, mapping and read counts and used FastQC v0.12.0, trimmomatic v0.39, HISAT2 v2.2.1 with mouse genome assembly GRCm39 and feature Counts v2.0.6, respectively. DeSeq2 v1.40.2 in R v4.3.1 was used to identify differentially expressed genes with Log2 change > |0.25| and adjusted *p* value < 0.05. Gene set enrichment analysis (GSEA) was conducted with GSEA 4.1.0 against the Hallmark database, and significant pathways were defined as adjusted at *p* < 0.05 and with overlap size > 15.

## 3. Results

### 3.1. Se Deficiency Impact Survival in Hyperoxia

Pups were reared in either RA or 85% O_2_ from birth to PN14, as described in Methods. The total number of live pups born and the mortality at PN14 are indicated in Figure 1. SeD pups exposed to 85% O_2_ had a higher mortality than SeS pups exposed to hyperoxia or either RA-exposed group (Figure 1). Forty-three percent of pups born to the SeD group and exposed to 85% O_2_ died within the first 14 days of life, predominantly in the second week of hyperoxia exposure.

### 3.2. Morphometric Analysis Reveals Lung-Growth Deficit

Morphometric analyses were performed on H&E-stained lung sections obtained from PN14 pups (Figure 2a–c). Airspace number (a), alveolar size (b) and mean linear intercept (MLI) (c) were determined as described in Methods. An independent effect of hyperoxia on MLI, alveolar size and airspace number was detected. SeD also independently impacted alveolar development, as indicated by alterations in MLI, alveolar size and airspace number (Figure 2). The effects of 85% O_2_ exposure were exacerbated in SeD pups, as evidenced by the greater alveolar size and lower airspace numbers compared to hyperoxia-exposed SeS pups. Photomicrographs of selected histological samples demonstrate the lung-growth deficiencies under SeD and hyperoxia exposure (d).

### 3.3. Gpx Protein Levels and Activity

Gpx2 and Gpx4 are highly expressed in lung tissues. Thus, protein levels and activities were measured in lung homogenates generated from SeS and SeD pups (Figure 3a–c). An independent effect of SeD on Gpx protein levels was observed. Notably, Gpx2 and Gpx4 proteins were barely detectable in SeD pup tissues compared to SeS pups. In SeS pups, hyperoxia exposure increased the levels of both Gpx2 and Gpx4 protein. In contrast, lung Gpx2 and Gpx4 levels were not different between RA and hyperoxia-exposed SeD pups (a and b). Enzymatic activity was impacted by both protein abundance as well as catalytic function. Thus, we measured the total Gpx activity in lung homogenates. Se deficiency independently impacted lung Gpx activity, which was greatly reduced compared to SeS pups. Our data revealed a modest effect of hyperoxia exposure on Gpx activity in both SeS and SeD groups (c).

### 3.4. Selenoprotein Expression

To further characterize the putative selenoprotein hierarchy, selenoprotein P (SelenoP) and thioredoxin reductase (Txnrd1) were measured by western blot analysis, to determine the effects of Se deficiency on non-Gpx, Se-dependent proteins (Figure 4a,b). Txnrd1 protein levels in SeS pups were greater following 85% O_2_ exposure than RA exposure (a). Txnrd1 protein levels were dramatically reduced in SeD pups and, again, no effect of hyperoxia was detected. SelenoP levels were greater in the SeS pups exposed to 85% O_2_ compared to room-air-exposed SeS pups. No differences were observed between SeD pups raised under RA or hyperoxia (b).

### 3.5. Nrf2 Activation

Nrf2 target gene expression has been shown to increase in settings of hyperoxia exposure and Se deficiency (Figure 5). NQO1 transcription is directly regulated by Nrf2, and NQO1 protein levels are often used as a surrogate for Nrf2 activation. In these studies, SeD pups had a greater basal protein expression of NQO1 than SeS pups. Exposure to 85% O_2_ increased NQO1 expression in SeS pups. Notably, hyperoxia did not increase NQO1 expression in SeD pups (a). Glutamate-cysteine ligase catalytic subunit (Gclc) is also transcriptionally regulated by Nrf2 and is an essential component of de novo GSH synthesis. In SeS pups, no differences were observed in Gclc protein levels between RA and 85% O_2_-exposed pups. In contrast, hyperoxia exposure increased Gclc expression in lung tissues from SeD pups (b).

### 3.6. Lung RNA-Seq Analyses

To understand early changes elicited by SeD and/or hyperoxia exposure that may contribute to observed morphologic findings in our study, RNA was isolated from the lung tissues obtained from SeS and SeD pups exposed to RA and O_2_ for 24 h (PN1) or 72 h (PN3). This early time point was chosen to identify the instigating events that would lead to the phenotype observed at PN14. 

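Lung RNA of 24 pups was sequenced, with 1 library per pup and 3 libraries in each of 8 groups. The groups combined diet (SeS at 0.4 ppm sodium selenite, or SeD), gas (RA at an FiO2 of 0.21, or O2 at an FiO2 of 0.85) and age (PN1 after 24 h, or PN3 after 72 h). The paper states that poly(A) RNA was made into stranded libraries and sequenced as paired reads of 150 bases at 50 M reads per sample , and that 28 libraries were indexed. The authors trimmed the reads with trimmomatic 0.39, aligned them to GRCm39 with HISAT2 2.2.1 and counted them per gene with featureCounts 2.0.6. The deposited counts are whole numbers for 57010 genes, and their totals ran from 26 to 50.4 M per library with a median of 32.6 M. The median total of a group was lowest in SeD RA PN1, at 26.9 M, and highest in SeS RA PN1, at 35 M. The library with the lowest total, 26 M, was of SeS O2 PN3 and that with the highest, 50.4 M, of SeD O2 PN1.

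From these counts, the 23831 genes with enough counts in at least 3 libraries (filterByExpr, with a minimum of 10 counts) were scaled by TMM and fitted in edgeR, all 24 libraries together as 8 groups. Each comparison was tested with edgeR's quasi-likelihood test, and its p was adjusted over the genes tested (Benjamini-Hochberg). DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 0.25, the thresholds of Table 1. Most log2 fold changes below are given with a standard error (SE). It was derived from the test, as the absolute log2 fold change divided by the square root of edgeR's F. Comparisons at a given age set 3 libraries against 3. Lists of genes were tested with camera at a preset correlation between genes of 0.01, adjusted over the 33 lists. An adjusted p "with an estimated correlation" is that of the same test with the correlation taken from the data.

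The libraries also differed in transcripts that the groups do not define. Alb, which encodes the liver's plasma protein albumin, reached 36100 CPM (for Alb and the receptor genes counts scaled to the library total, and for other genes also by TMM) in SeD O2 PN3 replicate 1, 3840 CPM in SeD O2 PN1 replicate 1 and 2600 CPM in SeD O2 PN1 replicate 2, and at most 942 CPM in any other library (SeS RA PN3 replicate 3). Olfactory and vomeronasal receptor genes, which serve the sense of smell, summed to 113 to 477 CPM in the O2 libraries and to 22 to 46 CPM in 10 of the RA libraries. SeD RA PN1 replicates 1 and 2 were the exceptions, at 334 and 877 CPM. Ddx3y, a gene of the Y chromosome, was expressed in 11 of the 24 libraries and in none of the 3 of SeD O2 PN3. It was expressed in 2 libraries each of SeS O2 PN3 and SeD RA PN3, and sex was not a term in the fit. At PN3, sex therefore cannot be fully told apart from diet in O2 or from O2 in SeD. SeS O2 PN1 replicate 2 is called hyperoxia in its title and has an oxygen level of 0.21 in its record, and it was taken as O2, as the authors' deposited sheet of groups lists it.

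**Figure D1:**
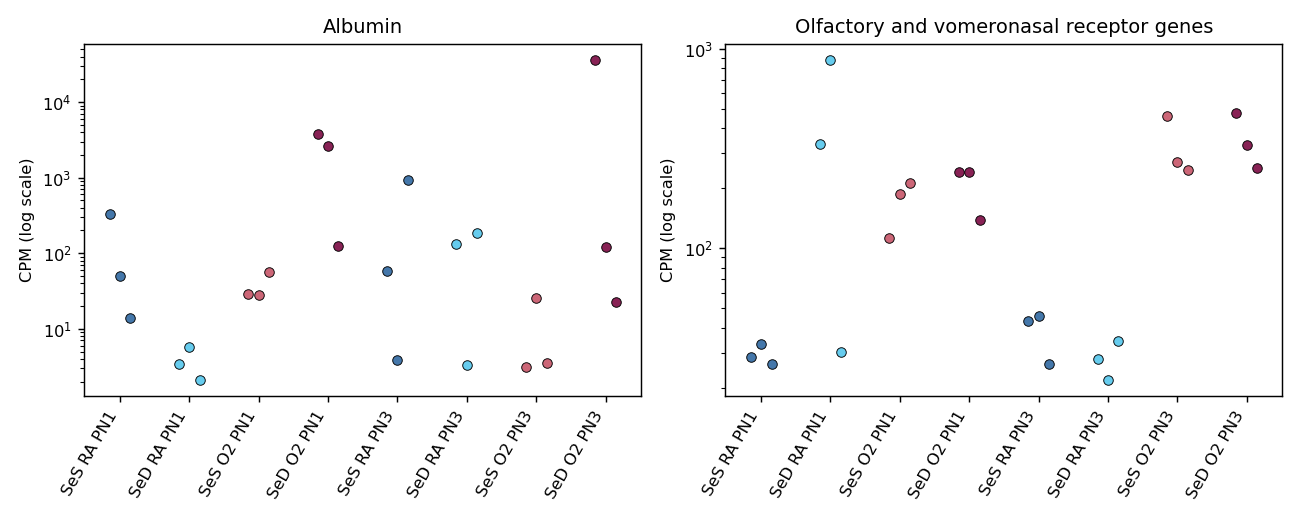
CPM of Alb and of the olfactory and vomeronasal receptor genes in each library (log axis), by group, with 1 point per library. The highest Alb point is at 36100 CPM in SeD O2 PN3, and the highest receptor point is at 877 CPM in SeD RA PN1.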

Isolated RNA was analyzed by bulk RNA sequencing. 

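Selenow, Gpx1 and Selenoh were lower in SeD than in SeS lungs in both gases. All 3 encode selenoproteins, and the product of Gpx1 is the glutathione peroxidase that removes hydrogen peroxide in the cytosol. In RA, over both ages with 6 libraries per diet, the log2 fold change was -1.56 for Selenow (SE 0.0889), -1.62 for Gpx1 (SE 0.127) and -1.01 for Selenoh (SE 0.117). The adjusted p from edgeR's quasi-likelihood test were 7.77e-10, 1.94e-07 and 1.53e-04. In O2 the log2 fold change was -1.84 for Selenow (SE 0.0897, adjusted p = 3.18e-11 from edgeR), and Gpx1 (-1.54, SE 0.127) and Selenoh (-1.45, SE 0.119) each had an adjusted p of 3.26e-07. Selenom and Gpx3, which encode a selenoprotein of the endoplasmic reticulum and the glutathione peroxidase of plasma, were also lower in SeD in O2, at -0.73 (SE 0.122) and -0.75 (SE 0.134).

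In O2, Serpina3n, Cfb, C4b and Lbp, genes of the acute-phase response and of complement that are also expressed in liver, were higher in SeD. The log2 fold change was 4.63 for Serpina3n (SE 0.836), 2.22 for Cfb (SE 0.438), 2.17 for C4b (SE 0.388) and 1.45 for Lbp (SE 0.239), and that of Prg4, which encodes a lubricating proteoglycan, was 3.09 (SE 0.564). Their adjusted p from edgeR lay between 0.0236 and 0.0455. Liver markers were also higher in SeD O2 than in SeS O2, with a normalized enrichment score (NES) of 2.275 at PN1 and 2.253 at PN3 (adjusted p = 3.61e-11 and 1.68e-06 from fgsea). SeD O2 PN3 replicate 1, the library with the most Alb, held Serpina3n at 477 CPM, against 21.3 and 19.5 CPM in the other 2 libraries of its group and at most 3.76 CPM in SeS O2 PN3. With the 3 libraries with the most Alb left out, which leaves 1 library of SeD O2 PN1 and 2 of SeD O2 PN3, Serpina3n no longer passed (2.84, adjusted p = 0.0629), and Cfb (1.31), C4b (1.43) and Lbp (1.00) had smaller changes and were still called. Of 21 inflammatory and acute-phase genes, 6 were higher in SeD O2 than in SeS O2 at PN1 and 5 at PN3 when adjusted over the list alone, and none when adjusted over all genes. Camera gave that list adjusted p of 4.86e-12 and 0.022, and 0.0498 and 0.531 with an estimated correlation, and the call at PN3 was lost without SeD O2 PN3 replicate 2 (0.255) or 3 (0.0582).

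These calls rested on most of the O2 libraries. Those of Serpina3n, Cfb and C4b were lost without any SeS O2 library, and without SeD O2 PN1 replicate 1 or 2, with adjusted p from 0.0623 to 0.151. Prg4 was lost without the same libraries except SeD O2 PN1 replicate 1, at adjusted p from 0.0646 to 0.138. Lbp was lost without SeS O2 PN1 replicate 1 or 3, SeD O2 PN1 replicate 2 or any SeS O2 PN3 library, at adjusted p from 0.0586 to 0.0785. Gpx3 was lost without the same libraries except SeS O2 PN3 replicate 1 (0.0613 to 0.0807), and Selenom without SeS O2 PN1 replicate 1, SeD O2 PN1 replicate 2 or SeS O2 PN3 replicate 3 (0.0561 to 0.076).

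In all, 3 genes were DEGs between SeD and SeS in RA, all lower in SeD, beside 2191 genes at an unadjusted p under 0.05. DESeq2 called 104 genes there with 8 groups and 2335 with 4 groups and no age term, and limma's voomWithQualityWeights 1523. In O2, 37 genes were DEGs, 18 higher and 19 lower. DESeq2 with 8 groups called 974 genes in O2, and limma's voomWithQualityWeights 321. The authors' deposited tables call 2787 genes higher in SeD in RA and 29 lower, and 656 higher and 126 lower in O2. Without 1 library, edgeR's count in RA rose to 237 (SeD RA PN1 replicate 3). The O2 count fell to 4 and 8 without SeS O2 PN1 replicates 1 and 3, to 9 without SeD O2 PN1 replicate 2 and to 8, 13 and 3 without SeS O2 PN3 replicates 1, 2 and 3. It rose to 495 without SeD O2 PN1 replicate 3 and to 68, 1143 and 1162 without SeD O2 PN3 replicates 1, 2 and 3, and was 11 with the library of conflicting oxygen labels moved to SeS RA PN1. The O2 effect differed with the diet for 1 gene, Adgre4, which encodes an adhesion receptor of myeloid cells, with an interaction of -0.93 (SE 0.142, adjusted p = 0.0339 from edgeR). That call was lost (adjusted p from 0.0595 to 0.244) without any library except SeS RA PN1 replicate 3, SeS O2 PN1 replicate 2, SeS RA PN3 replicate 3 and SeD O2 PN3 replicates 1 and 2, and 5 genes were called without SeD O2 PN3 replicate 2.

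**Figure D2:**
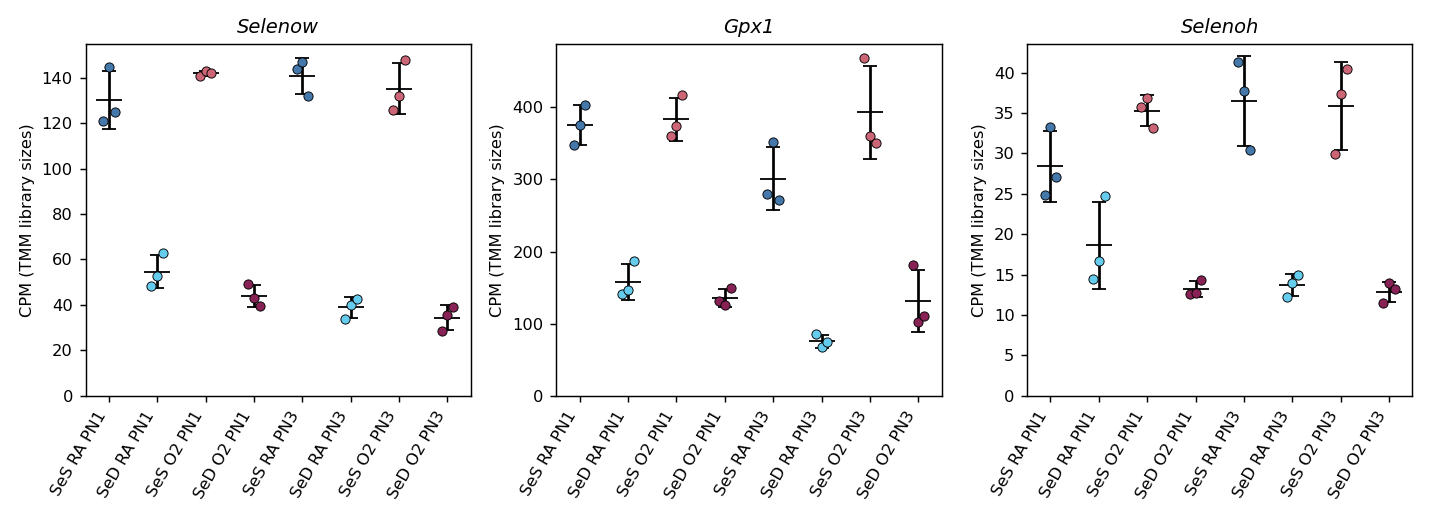
CPM of Selenow, Gpx1 and Selenoh in each library, by group, with 1 point per library and the mean and SD of the 3 libraries. In SeS O2 PN3 the mean of Selenow is 135.5 CPM and in SeD O2 PN3 it is 34.4 CPM.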

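At PN3 in O2, Lbp, the binding protein for bacterial lipopolysaccharide, was higher in SeD than in SeS lungs by 2.08 on the log2 scale (SE 0.345), and Igfbp3, a binding protein for insulin-like growth factors, by 1.5 (SE 0.254). C4b of complement (2.90, SE 0.561) and Ppa1, a pyrophosphatase (1.32, SE 0.249), were also higher. Glt8d2, a glycosyltransferase gene, was lower by a log2 fold change of -1.04 (SE 0.163, adjusted p = 0.0106 from edgeR's quasi-likelihood test), and so was the B cell gene Ms4a1 (-1.05, SE 0.201). The calls of these 4 higher genes were lost without any SeS O2 PN3 library (adjusted p from 0.0541 to 0.203), those of C4b and Igfbp3 also without SeD O2 PN3 replicate 1 (0.0794), and that of Ms4a1 without SeS O2 PN3 replicate 1 (0.132) or 3 (0.112) or SeD O2 PN3 replicate 1 (0.102). In SeD O2 PN3 replicate 1, the library with the most Alb, Lbp was at 254 CPM, C4b at 67.2 CPM and Ppa1 at 89.7 CPM, against 52.5 and 111, 5.71 and 15.8, and 40.1 and 33.1 CPM in the other 2 libraries of its group. Liver markers were also higher in SeD in this comparison (NES 2.253, adjusted p = 1.68e-06 from fgsea). Without that library Lbp (1.31) and Ppa1 (0.75) had smaller changes and were still called. At PN1 in RA, Nr4a1, an immediate early transcription factor, was higher in SeD by 1.90 (SE 0.444). The basal cell keratin Krt15 (-1.93, SE 0.619), the sorting nexin Snx31 (-0.98, SE 0.242) and the urothelial gene Upk3a (-0.93, SE 0.229) were lower. Without SeD RA PN1 replicate 2 none of these 4 was called, at adjusted p of 0.0935 for Nr4a1, 0.26 for Krt15, 0.108 for Snx31 and 0.118 for Upk3a. Without SeS RA PN1 replicate 1, Krt15 (0.197), Snx31 (0.104) and Upk3a (0.07) were lost, and Krt15 was also lost without SeS RA PN1 replicate 2 (0.0509) or 3 (0.0784) or SeD RA PN1 replicate 3 (0.0998).

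By age, 34 genes were DEGs between SeD and SeS in O2 at PN3 (12 higher, 22 lower) and 3 at PN1, where 1076 genes had an unadjusted p under 0.05. On the same groups, DESeq2 and limma's voomWithQualityWeights each called more genes than edgeR in O2 at both ages. In RA, 3 were DEGs at PN3 and 3483 at PN1. Of those 3483, 3174 were higher in SeD and 309 lower, of which 24 and 278 had a mean of at least 5 CPM. The PN3 count in O2 was 7, 10 and 7 without SeS O2 PN3 replicates 1, 2 and 3, and 16, 1788 and 1677 without SeD O2 PN3 replicates 1, 2 and 3. At PN1 the O2 count was 11 without SeD O2 PN1 replicate 3, and the RA count was 1568 and 1325 without SeS RA PN1 replicates 1 and 3 and 1 without SeD RA PN1 replicate 2. With the library whose oxygen labels conflict moved to SeS RA PN1, the RA count at PN1 was 2, as it was with only the libraries of the groups compared. For the interaction edgeR called 0 genes at PN1, with 4072 at an unadjusted p under 0.05, and 0 at PN3, with 1946. On the same groups DESeq2 called 1287 and 281, and limma's voomWithQualityWeights 3243 and 0. Without SeD RA PN1 replicate 3 the edgeR count at PN1 was 2692, and without SeD O2 PN3 replicate 2 that at PN3 was 3. In simulated data of this size (SeD against SeS in O2 at PN3), edgeR found 43 of 50 genes changed by a factor of 2 and called 9 of 23631 unchanged genes. The changed genes were drawn from those with a mean of at least 5 CPM. Simulated libraries of a group differed by the fitted spread alone, with none that stood apart, and the interaction was not tested in them. These numbers therefore do not give the power or the error rate of the real comparisons.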

Results revealed 2816 differentially expressed genes (DEGs) between SeS and SeD in RA, 782 DEGs between SeS and SeD in O_2_, and 381 DEGs at the intersection between Se status and O_2_ exposure (Table 1). Principle component analyses revealed four separated groups at PN1, and the O_2_ groups were separated from each other and the RA groups at PN3 (Figure 6).

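At PN1, the 4 groups lay apart in the plane of the first principal components of the 500 most variable genes, and the triangles spanned by their 3 libraries did not overlap in any of the 6 pairs of groups. At PN3, the triangles of SeS RA and SeD RA overlapped and those of the other 5 pairs did not. Those of SeS O2 and SeD O2 came close to each other. On components 1 and 2, SeS O2 PN3 replicate 2 was at -5.626 and 25.4, and SeD O2 PN3 replicate 3 at -5.549 and 23.99. The components were taken from log2 CPM at each age. They carried 50.8% and 32.6% of the variance at PN1 and 65.7% and 25.1% at PN3. The ratio of the spread between groups to that within groups (pseudo-F) was taken from the distances between libraries over all 500 genes. It covers the 4 groups at once and tests neither the plane nor any 1 pair of groups. The pseudo-F was 3.80 at PN1 (exact permutation p = 0.00286 over the 15400 ways to form 4 groups of 3). At PN3 it was 2.50 (exact permutation p = 0.011). The value at PN3 passed 0.05 only with SeS RA PN3 replicate 1 (p = 0.0581 without it), SeS O2 PN3 replicate 1 (p = 0.0883) and SeS O2 PN3 replicate 3 (p = 0.064), in the same exact permutation test. SeD O2 PN3 replicate 1, the library with the most Alb, lay farthest from the others, and without it the pseudo-F at PN3 was 6.45 (exact permutation p = 0.00344). At PN1, leaving out the libraries with the most Alb leaves 1 library of SeD O2. The pseudo-F there fell to 2.42, and SeS O2 and SeD RA then overlapped in the plane. With 1 library of SeD O2 left, this setting cannot judge how far the separation of that group depended on these libraries. Without SeD O2 PN1 replicate 1 or 2 alone, no groups overlapped at PN1, and the pseudo-F was 2.764 and 2.956 (exact permutation p = 0.0202 and 0.00773).

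**Figure D3:**
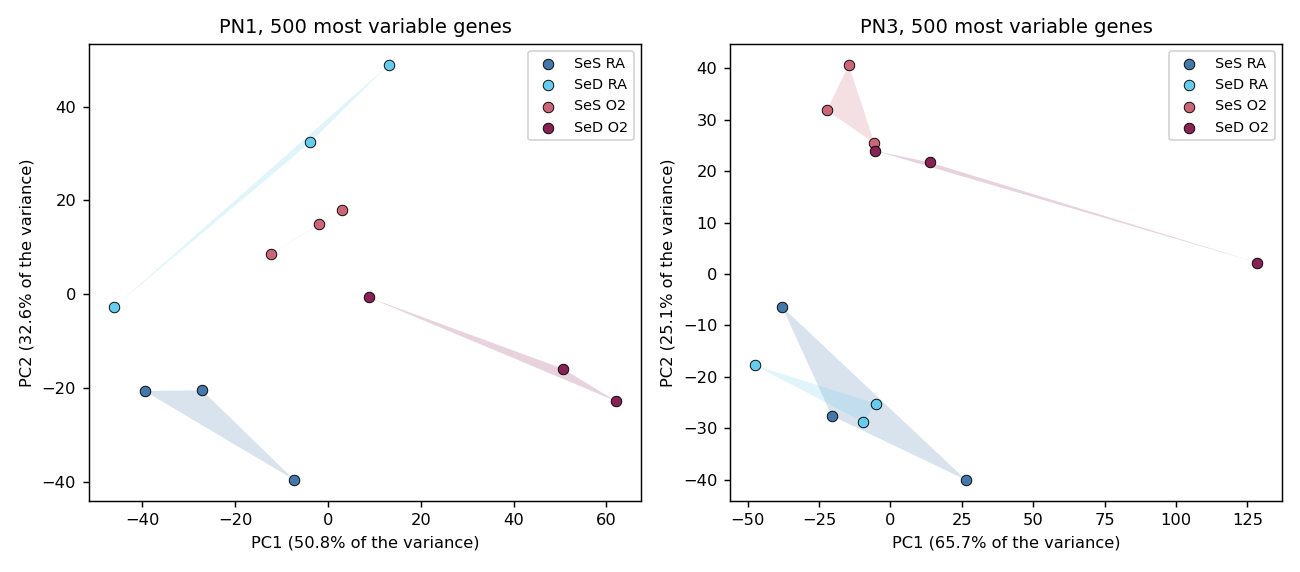
Principal components 1 and 2 of the 500 most variable genes at PN1 and PN3, with 1 point per library and a triangle for the 3 libraries of each group. The axes carry 50.8% and 32.6% of the variance at PN1 and 65.7% and 25.1% at PN3, and the triangles of SeS RA and SeD RA overlap at PN3.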

### 3.7. GSEA Hallmark Analyses Revealed Differences within the Context of Se Deficiency and Hyperoxia Exposure

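Of 22 selenoprotein genes measured, Selenow, Gpx1 and Selenoh were the 3 lower in SeD than in SeS lungs in each gas at each age, and no selenoprotein gene was higher. In RA at PN1, Selenow, whose product binds glutathione, was at 54.7 ± 7.42 CPM (SD, n = 3) in SeD and 130 ± 12.8 in SeS, and Gpx1 at 158 ± 24.7 and 375 ± 27.8 CPM. On the log2 scale, Selenow changed by -1.70 in O2 at PN1 (SE 0.126), by -1.86 in RA at PN3 (SE 0.127) and by -1.98 in O2 at PN3 (SE 0.128), and Gpx1 by -1.5 (SE 0.179), -1.99 (SE 0.182) and -1.58 (SE 0.179). Selenoh, a nuclear redox protein gene, changed by -0.61 in RA at PN1 (SE 0.165, adjusted p = 0.0162 from edgeR's quasi-likelihood test) and by -1.48 to -1.42 in the other 3 comparisons. The call of Gpx1 in RA at PN1 was lost without SeD RA PN1 replicate 2 (adjusted p = 0.0886), and that of Selenoh without SeS RA PN1 replicate 2 (0.0971) or SeD RA PN1 replicate 1 (0.0901) or 2 (0.118). Adjusted over the list alone, 3 genes were lower in RA and 5 in O2 at PN1, 5 were lower in RA at PN3, and 7 were lower and 3 higher in O2 at PN3. Among the 3 was the mitochondrial thioredoxin reductase Txnrd2 (0.93, SE 0.192), whose adjusted p over all genes was 0.0518, and 0.00679 or 0.0102 without SeD O2 PN3 replicate 2 or 3. Selenop, the plasma selenium carrier made mainly in the liver, did not pass between the diets (0.72 in O2 at PN3, SE 0.499, adjusted p = 0.553 from edgeR), and without SeD O2 PN3 replicate 1, the library with the most Alb, it was -0.95 (adjusted p = 0.00102). That library held Selenop at 2750 CPM, and the fit was shared by all groups. In RA, Selenop changed by -0.51 at PN1 (SE 0.498) and -0.74 at PN3 (SE 0.5). Every SeD RA library lay below every SeS RA library at each age, at 331 to 363 against 527 to 663 CPM at PN3. In O2 at PN1 (-0.26, SE 0.497) the libraries overlapped. No gene of the 10 for selenocysteine synthesis and selenium uptake passed between the diets in O2 at PN3, with 1 higher when adjusted over the list alone.

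O2 raised genes of the antioxidant response in both diets. Nqo1, which encodes a quinone reductase, rose by 0.94 in SeS (SE 0.171) and 1.54 in SeD (SE 0.173) at PN1, and by 1.33 (SE 0.173) and 0.93 (SE 0.171) at PN3. Gclc, the enzyme that limits glutathione synthesis, rose by 0.72 (SE 0.133) and 1.11 (SE 0.134) at PN1 and by 0.76 (SE 0.134) and 1.06 (SE 0.134) at PN3. Gpx2, a selenium-dependent glutathione peroxidase of epithelia, rose by 1.61 to 2.80 over the same comparisons, and the thioredoxin reductase Txnrd1 by 0.37 to 0.57. In SeS at PN1 each of these 4 calls was lost without any 1 of the 6 libraries, at adjusted p from 0.0535 to 0.281, except that of Gpx2 without SeS RA PN1 replicate 1. Of 32 NRF2 target genes, 4 were higher in SeS O2 and 21 in SeD O2 at PN1, and 19 and 24 at PN3 (18, 27, 22 and 26 when adjusted over the list alone). Of 49 genes of glutathione metabolism, 2 and 12 were higher at PN1 and 13 and 27 at PN3 (3, 22, 13 and 29 when adjusted over the list alone), and none was lower. SeD O2 PN3 replicate 1, the library with the most Alb, stood apart for glutathione metabolism, with a mean over the list of 0.701 on the log2 scale relative to the median library, against 0.0345 and 0.014 in the other 2 libraries of its group and 0.0706 to 0.152 in SeS O2 PN3.

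Camera placed the selenoproteins lower in SeD in all 4 comparisons (adjusted p from 7.67e-19 to 4.8e-04). With an estimated correlation the call held in O2 at PN1 (adjusted p = 0.00254) and in RA at PN3 (4.69e-04), and not in RA at PN1 (adjusted p = 0.33) or O2 at PN3 (0.087). The rise in SeD at PN1 also held for the NRF2 targets (adjusted p = 1.62e-04 with an estimated correlation) and for glutathione metabolism (0.0436). In the other comparisons it did not, with adjusted p of 0.0522 in SeS at PN1, 0.109 in SeS at PN3 and 0.211 in SeD at PN3 for the NRF2 targets, and 0.962, 0.66 and 0.431 for glutathione metabolism.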

As expected, differences were seen in the oxidative stress and redox pathway, glutathione metabolism, and selenium metabolism (Supplemental Figure S1). Intriguingly, pathways directly associated with lung development were differentially expressed and included Notch and WNT/b-catenin signaling. 

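Notch4, a Notch receptor gene of endothelial cells, and Jag2, which encodes a Notch ligand, were lower in O2 than in RA at PN3 in both diets. Notch4 changed by a log2 fold change of -0.89 in SeS (SE 0.153) and -1.06 in SeD (SE 0.153), and Jag2 by -1.06 (SE 0.14) and -0.94 (SE 0.139). Wnt5a, a noncanonical Wnt ligand, changed by -0.75 in SeS (SE 0.136) and -0.85 in SeD (SE 0.136). Tcf7, a transcription factor gene downstream of beta-catenin, changed by -1.83 in SeS (SE 0.337), and Heyl, a Notch effector, by -0.92 (SE 0.175). In SeD, Hey1, another Notch effector, changed by -0.89 (SE 0.158) and Lfng, which modifies Notch receptors, by -0.53 (SE 0.0978). The adjusted p from edgeR's quasi-likelihood test were at most 0.00206, and each call was kept without any 1 of its 6 libraries. Thymus markers were also lower in SeS O2 than in SeS RA at PN3 (NES -2.246, adjusted p = 7.4e-04 from fgsea). Rag1, of that kind, was at 21.7, 163 and 15.3 CPM in SeS RA and at 14.3, 1.5 and 1.61 CPM in SeS O2. Whether the change of Tcf7 in SeS came with thymus RNA was not tested. At PN1, SeD O2 was lower than SeD RA in Jag2 (-0.70, SE 0.139), in the Wnt antagonist Nkd1 (-0.53, SE 0.135) and in Lfng (-0.40, SE 0.0976). These calls were lost for Jag2 without SeD O2 PN1 replicate 3 (adjusted p = 0.0521), for Nkd1 without SeD RA PN1 replicate 3 (0.0956) or any SeD O2 PN1 library (0.086, 0.0515 and 0.0932), and for Lfng without SeD RA PN1 replicate 3 (0.0808) or SeD O2 PN1 replicate 1 (0.0943) or 3 (0.0705).

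Of 40 genes measured in a list of the Wnt/β-catenin Hallmark kind, 18 were lower and 1 higher in O2 than in RA in SeS at PN3, and 21 were lower and 2 higher in SeD (18 and 1, and 21 and 3, when adjusted over the list alone). Of 32 genes in the Notch list, 11 were lower and none higher in SeS, and 16 were lower and 1 higher in SeD (12 and 0, and 16 and 1, when adjusted over the list alone). At PN1 in SeD, 4 genes of each list were lower, and 1 Wnt gene was higher (11 Wnt and 6 Notch genes lower when adjusted over the list alone). Camera placed both lists lower in O2 at PN3, with adjusted p of 8.86e-08 in SeS and 2.7e-08 in SeD for Wnt, and 1.49e-04 and 2.03e-06 for Notch. It also did so in SeD at PN1 (4.84e-05 and 1.26e-04), where the Notch call was lost without SeD RA PN1 replicate 3 (adjusted p = 0.0834). No call of these lists held with an estimated correlation, with adjusted p of 0.228, 0.211, 0.66, 0.295, 0.233 and 0.27 in the order given.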

Enrichment analysis of the Wnt/β-catenin pathway resulted in core enrichment genes including Wnt5b, Wnt6, Axin2 and Frizzled1 and 8 (Figure 7a,b). 

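Fzd1, which encodes a Frizzled receptor for Wnt ligands, and Axin2, a target and feedback inhibitor of β-catenin signaling, were lower in O2 than in RA at PN3 in both diets. The log2 fold change of Fzd1 was -0.56 in SeS (SE 0.127, adjusted p = 0.00463 from edgeR's quasi-likelihood test) and -0.63 in SeD (SE 0.127, adjusted p = 0.00145). That of Axin2 was -0.65 in SeS (SE 0.158, adjusted p = 0.00672) and -0.61 in SeD (SE 0.158, adjusted p = 0.00562). Fzd8 changed by -0.27 in each diet (SE 0.121) and did not pass (adjusted p = 0.102 and 0.086), although in SeD it passed without SeD RA PN3 replicate 3 (0.0415). At PN3, Axin2 was at 47.9 ± 3.29 CPM (SD, n = 3) in SeS RA and at 30.6 ± 3.7 in SeS O2, 46.5 ± 7.6 in SeD RA and 30.4 ± 5.83 in SeD O2. Wnt5b was at 5.54 ± 0.409 CPM in SeD O2 and at 8.78 ± 1.34 in SeD RA, and Wnt6 at 0.31 ± 0.0883 and 0.809 ± 0.17. At this depth, Wnt6 is therefore counted far below the other 4 genes.

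In GRCm39, Wnt5b (ENSMUSG00000030170) lies on chromosome 6 from 119409323 to 119521897 and Wnt6 (ENSMUSG00000033227) on chromosome 1 from 74810922 to 74824975. Axin2 (ENSMUSG00000000142) lies on chromosome 11 from 108811169 to 108841609, Fzd1 (ENSMUSG00000044674) on chromosome 5 from 4803839 to 4808035 and Fzd8 (ENSMUSG00000036904) on chromosome 18 from 9212163 to 9218136. All 5 were among the 25 core genes of SeD O2 against SeD RA at PN3 in the preranked enrichment. Of the 26 core genes of SeD O2 against SeS O2 at PN1, Wnt6, Fzd1 and Axin2 were part. At PN3 the core of that comparison held 13 genes, of which Wnt5b was the only 1 of the 5.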

Notch core enrichment genes included Notch 1, 2 and 3, Jagged 1 (Jag1), and Delta 1 (Dl1) (Figure 8a,b). 

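Notch1, Notch2 and Notch3, the receptor genes, were among the 18 core genes of SeD O2 against SeD RA at PN3, and Jag1 and Dll1, the ligand genes, were not. In the comparison of SeD O2 with SeS O2 at PN1, all 5 genes were among the 24 core genes. At PN3 the core of that comparison held 9 genes, with Notch1, Notch3, Jag1 and Dll1 among them. At PN3, Notch1 was at 132 ± 11.9 CPM (SD, n = 3) in SeS RA, 72.6 ± 1.91 in SeS O2, 120 ± 12.3 in SeD RA and 63.1 ± 5.11 in SeD O2. Notch3 was at 117 ± 18.3, 55.4 ± 0.77, 104 ± 17.5 and 48.3 ± 6.39 CPM, and Notch2 at 98.4 ± 10.3, 74.4 ± 6.45, 101 ± 10.0 and 73.6 ± 9.79 CPM in the same groups. Every O2 library lay below every RA library of its diet for Notch1 and Notch3. Jag1 was at 32.6 ± 4.55 CPM in SeS RA, 33.3 ± 3.55 in SeS O2 and 27.9 ± 4.35 in SeD O2, and Dll1 was highest in SeS O2, at 15.3 ± 4.38 CPM.

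In GRCm39, Notch1 (ENSMUSG00000026923) lies on chromosome 2 from 26347915 to 26406675, Notch2 (ENSMUSG00000027878) on chromosome 3 from 97920800 to 98057677 and Notch3 (ENSMUSG00000038146) on chromosome 17 from 32339794 to 32385893. Jag1 (ENSMUSG00000027276) lies on chromosome 2 from 136923373 to 136958693 and Dll1 (ENSMUSG00000014773) on chromosome 17 from 15587276 to 15597134. The genes were ranked by the signal-to-noise ratio of the authors' normalized values between the 3 and 3 libraries of a comparison.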

Overall, core enrichment genes in both pathways were suppressed in SeD pups exposed to hyperoxia compared to SeD in RA or SeS in either exposure group (Figure 7 and Figure 8).

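At PN3, the Wnt/β-catenin and Notch lists were placed lower in SeD O2 than in SeD RA and than in SeS RA, and lower in SeS O2 than in SeS RA as well, although a part of their genes did not pass and no such call of camera held with an estimated correlation (adjusted p of 0.211, 0.152 and 0.228 for Wnt and 0.295, 0.286 and 0.66 for Notch). Of the 5 Wnt genes named in the text (Wnt5b, Wnt6, Axin2, Fzd1 and Fzd8), 4 were DEGs lower in O2 in SeD and 2 in SeS at PN3, and all 5 had a negative log2 fold change in each diet. Of the 5 Notch genes (Notch1, Notch2, Notch3, Jag1 and Dll1), 3 were lower in O2 in each diet at PN3, and in SeS Jag1 (0.03) and Dll1 (0.23) had positive changes that did not pass. Between SeD O2 and SeS O2, none of the 10 genes passed at either age in edgeR's quasi-likelihood test. All 10 log2 fold changes were negative there, from -0.95 to -0.06 for Wnt and -0.36 to -0.12 for Notch at PN1, and from -0.35 to -0.01 and -0.47 to -0.02 at PN3.

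The NES of the Wnt list in SeD O2 was -2.77 against SeD RA and -2.64 against SeS RA at PN3 (adjusted p = 6.93e-08 and 7.6e-07 from fgsea, whose p come from permuted genes, not libraries). For the Notch list it was -2.74 and -2.53 (adjusted p = 5.06e-07 and 3.64e-06). Against SeS O2 at PN3 the NES were -1.2 for Wnt and -1.44 for Notch and did not pass (adjusted p = 0.235 and 0.122). At PN1, the Wnt NES of SeD O2 were -1.92 against SeD RA, -2.47 against SeS RA and -2.04 against SeS O2, and the Notch NES were -1.88, -2.29 and -1.81, all 6 past the threshold (adjusted p from 3.24e-05 to 0.00555). Ranked by log2 fold change instead, the Wnt scores against SeD RA and SeS RA and the Notch score against SeD RA no longer passed. In SeS O2 against SeS RA at PN1, the NES was -0.93 for Wnt, which did not pass, and -1.69 for Notch (adjusted p = 0.0159 from fgsea). Between SeD RA and SeS RA neither list passed at either age (NES from -0.72 to 0.55), although camera on the genes with a mean of at least 5 CPM called both higher in SeD at PN1 (adjusted p = 0.031 for Wnt and 0.00548 for Notch). Without SeD O2 PN1 replicate 3, the comparison with SeS O2 at PN1 no longer passed for Wnt (NES -1.39) or Notch (-1.33), and without SeS O2 PN1 replicate 1 it did not pass for Notch (-1.46). Without SeD RA PN1 replicate 3, that with SeD RA at PN1 passed for neither (-1.35 and -1.25). The sets were also lower in SeS O2 than in SeS RA at PN3, with NES of -2.68 for Wnt and -2.36 for Notch (adjusted p = 6.95e-07 and 7.03e-05). Markers of endothelium and of myofibroblasts and smooth muscle also had negative scores at PN3, with NES of -3.12 and -2.961 in SeD O2 against SeD RA and -2.397 and -2.863 in SeS O2 against SeS RA (adjusted p from 1.92e-09 to 3.08e-04 from fgsea). A part of their genes did not pass in either diet. At PN1 the endothelial score was negative in SeD O2 as well, with NES of -2.247 against SeD RA and -2.241 against SeS RA (adjusted p = 1.38e-05 and 0.00439 from fgsea). Camera with an estimated correlation called neither marker list between O2 and RA in either diet at either age.

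Whether O2 acted differently in SeD than in SeS was tested with camera on the interaction, and the lists did not pass at PN1 (adjusted p = 0.262 for Wnt and 0.347 for Notch) or PN3 (0.337 and 0.0617). With an estimated correlation, camera called neither list in any of these comparisons, and its adjusted p were 0.184 and 0.4 for SeD O2 against SeS O2 at PN1. The paper concludes that the core genes of both pathways were suppressed in SeD pups in hyperoxia, when set against SeD in RA and SeS in each gas.

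**Figure D4:**
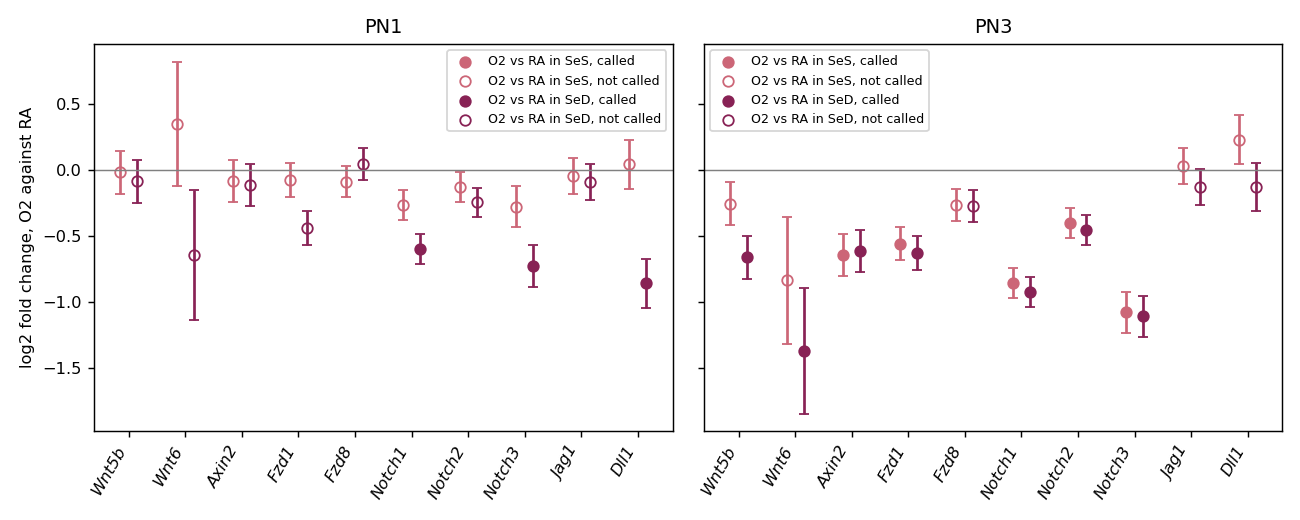
Log2 fold change of O2 against RA with its standard error for 10 genes at PN1 and PN3, in SeS and in SeD, with filled points for DEGs. At PN3 the points of Notch3 are at -1.08 and -1.11, and those of Jag1 are at 0.03 and -0.13.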

## 4. Discussion

Oxygen toxicity and antioxidant deficiencies contribute to the development of BPD. Se deficiency is common in premature infants, exacerbates antioxidant deficiencies and is correlated with BPD development [4,28]. ELBW infants are at even greater risk of Se deficiency and the development of BPD because of their early birth. The mechanisms by which Se status influences neonatal lung development are unknown. Earlier animal studies identified effects of Se deficiency in lung growth and development in calves [29] and rats [30]. Hawker et al. [31] characterized the effects of hyperoxia exposure in the same rat model and Kim et al. demonstrated the beneficial effects of Se repletion on lung development in hyperoxia-exposed newborn rats [32]. Building upon our previous study in Se-deficient newborn C57Bl/6J mice, which demonstrated impaired lung development and alveolarization [33], the present investigation indicates that the effects of Se status are strain-independent. Our data further supports the finding that Se status independently modifies perinatal lung development and establishes an exaggerated phenotype under hyperoxia in C3H/HeN mice.

In the present study, litter sizes and weights were not different at birth through to PN14 between C3H/HeN SeD and SeS pups. These data differ from our previously reported findings in the C57Bl/6J strain, in which we observed modestly lower weights in SeD pups, beginning at PN7 and persisting through adulthood [33]. Se-dependent deficits in lung development were similar in both strains of mice. Our interpretation of these data is that the C57Bl/6 was more sensitive to Se deficiency in overall growth, for reasons which are not readily apparent.

To test the hypothesis that Se deficiency would exacerbate hyperoxia-induced lung injury, we incorporated our murine model of BPD, with pups exposed to 85% O_2_ for 14 d. More than 40% of the SeD pups exposed to hyperoxia died during this time (Figure 1), demonstrating that perinatal Se deficiency has a substantial effect on the viability of the pups, likely due to overwhelming oxidative stress as reflected in the early alterations in redox and oxidative stress pathways revealed in our RNA-seq analyses. 

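At PN1, Nfe2l2, which encodes the transcription factor NRF2, was higher in SeD O2 than in SeD RA lungs by 0.49 on the log2 scale (SE 0.128, adjusted p = 0.0469 from edgeR's quasi-likelihood test). In SeS the change was 0.00 (SE 0.128), and the difference between the diets did not pass (interaction 0.48, SE 0.181, adjusted p = 0.155). The call in SeD was lost without SeD RA PN1 replicate 2 (adjusted p = 0.199) or 3 (0.0959) or any SeD O2 PN1 library (0.146, 0.0733 and 0.0655). Between SeD O2 and SeS O2 at PN1, Nqo1 differed by 0.57 (SE 0.169) and Gpx4, the glutathione peroxidase of lipid peroxides, by 0.16 (SE 0.145), and neither passed. The NRF2 target genes were placed higher in SeD O2 than in SeS O2 by camera (adjusted p = 1.22e-07, and adjusted p = 0.142 with an estimated correlation). Their interaction at PN1 was 4.68e-06, and 0.333 with an estimated correlation.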

Lung growth and structure were altered by Se deficiency alone. As noted previously in C57Bl6/J mice, alveolar size was larger and alveolar numbers lower in SeD pups exposed to RA compared to SeS pups exposed to RA. Hyperoxia exposure exacerbated SeD-associated deficits, creating a more underdeveloped lung with interrupted alveolarization. We interpret these findings to suggest that Se, either directly or indirectly through selenoproteins, modulates pathways that govern lung development (Figure 2).

Present in millimolar levels, the GSH system is the primary antioxidant system in mammalian cells and includes isoforms of Gpx and the GSH-synthesizing enzyme, GCLC. Gpx 2 and 4 isoforms are highly expressed in lung epithelia and play a significant role in detoxifying oxidant stress due to inhalation exposures [34,35]. In settings of oxidative stress, Nrf2 is activated, facilitates the upregulation of de novo GSH synthesis through *Gclc* induction, and enhances GSH system function through increased *Gpx* activity. Consistent with established antioxidant responses, both Gpx2 and Gpx4 levels were increased in lungs from SeS pups exposed to hyperoxia. As would be expected in settings of Se deficiency, both Gpx 2 and Gpx4 levels were profoundly lower in SeD pups. Concomitant decreases in pulmonary Gpx activity in SeD pups suggest the presence of compromised GSH-dependent antioxidant capacity in SeD pups (Figure 3), likely driven by both decreased expression and compromised catalytic activity due to the absence of active site Sec. Gclc protein levels were increased in SeD pups exposed to 85% O_2_; however, no increase was observed in lungs from hyperoxia-exposed SeS pups (Figure 5). This finding could suggest an attempt to upregulate de novo GSH synthesis to protect the lung from oxidant stress caused by hyperoxia exposure. The lack of enhanced Gclc expression in SeS pups exposed to hyperoxia at 14 d does not preclude an induction of GSH-dependent responses at earlier time points, as observed in our previous studies [22].

A weakness of our study is that our results could also be influenced by the unusually high mortality rates observed in the hyperoxia-exposed SeD pups: our measurements were made on pups able to overcome the significant oxidant stress of diet and exposure. The high mortality observed in hypoxia-exposed SeD pups may represent a subset of pups unable to mount a sufficient antioxidant response to overcome the oxidant stress imposed. However, we cannot rule out altered cardiorespiratory responses or severe neurological dysfunction, as previously observed as the cause of death in our pups [16].

The Trx antioxidant system is present in micromolar amounts, and its function is largely dependent on the enzymatic activity of the selenoprotein Txnrd1. The impact of the Trx system disruption is less likely to impact antioxidant responses and more likely to alter signaling pathways associated with lung morphogenesis [36]. As with Gpx, Txnrd1 protein expression was increased in lungs from hyperoxia-exposed SeS pups. In contrast, SeD pups demonstrated substantially lower pulmonary Txnrd1 protein levels, and hyperoxia exposure had no impact on expression (Figure 4). SelenoP is an essential component of Se-dependent processes as the primary means for Se transport throughout the body. As might be expected in a setting of oxidant stress, the observed increase in SelenoP protein levels in lungs from hyperoxia-exposed SeS pups likely occurs to enhance systemic Se transport and delivery to support increases in Se-dependent antioxidant responses. In contrast, SelenoP levels were not enhanced by hyperoxia exposure in SeD pups. This is suggestive of impairments in antioxidant responses under Se deficiency. In this context, enhanced mortality and hyperoxia lung injury in SeD pups would be expected. The overall trends on Gpx2, Gpx4, Txnrd1 and SelenoP expression were greater under SeD conditions in RA-exposed mice, suggesting the presence of a lung selenoprotein hierarchy of SelenoP > Txnrd1 > Gpx2/Gpx4.

Previous studies from our group have established a relationship between SeD and attenuated Nrf2-dependent responses [11]. Further, the genetic enhancement of basal Nrf2-mediated antioxidant responses decreases the effects of O_2_ toxicity on perinatal lung development in a murine model of BPD [37]. NQO1 protein levels were measured as a surrogate of Nrf2 activation. NQO1 protein expression was elevated in SeD pup lung tissues. We interpret this finding to indicate basal upregulation of Nrf2-dependent antioxidant responses in the context of Se deficiency, which is consistent with previous findings (Figure 5) [11]. NQO1 protein was greater in hyperoxia-exposed pups than in RA-exposed pups, supporting a further induction of Nrf2-responsvie genes in the oxidant environment of hyperoxia. In contrast, under SeD conditions, additional Nrf2 induction was not apparent and likely contributed to the morality and altered lung development observed in the present studies.

Beyond proteins involved in antioxidant responses, Nrf2 is known to regulate many processes responsible for normal lung development [38]. Thus, we further speculate that Se is a clinically relevant modulator of similar pathways involved in lung development [38]. Consequently, we performed RNA sequencing analyses on lung tissues from all groups, to identify pathways that might intersect with Se deficiency and hyperoxia exposure. We performed these analyses at early time points in lung development and hyperoxia exposure (PN1 and PN3), to elucidate early effects of perinatal SeD and hyperoxia that may be responsible for our observed findings at 14 d. The GSEA Hallmark database was interrogated for changes in pathways due to Se deficiency and hyperoxia exposure (Supplemental Figure S1). As would be expected, differential expression was observed in the “Reactive Oxygen Species Pathway” under increases in the oxygen-exposed pups. 

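In O2, Srxn1, which repairs oxidized peroxiredoxins, rose by 1.07 on the log2 scale in SeD at PN1 (SE 0.155), and by 0.90 in SeS (SE 0.155) and 0.87 in SeD (SE 0.154) at PN3. Prdx6, a peroxiredoxin gene of the lung epithelium, rose by 0.85 in SeD at PN1 (SE 0.129). Ftl1, the ferritin light chain, rose by 0.97 in SeS (SE 0.116) and 0.91 in SeD (SE 0.116) at PN3, and by 0.54 in SeS at PN1 (SE 0.115), where it did not pass (adjusted p = 0.0795 from edgeR's quasi-likelihood test). Of 48 genes of a reactive oxygen species list, 3 were higher in SeS O2 and 13 in SeD O2 at PN1, with none lower (8, and 21 with 3 lower, when adjusted over the list alone). At PN3, 14 were higher and 3 lower in SeS, and 18 higher and 2 lower in SeD, and these counts were the same when adjusted over the list alone. In the preranked enrichment the list passed in SeD at PN1 (NES 2.54, adjusted p = 1.35e-07 from fgsea). It did not pass in SeS at PN1 (NES 0.96), in SeS at PN3 (0.94) or in SeD at PN3 (1.12). When the genes were ranked by the signed square root of edgeR's F instead, these 3 passed, at NES of 1.57, 1.61 and 1.67. With camera the list was higher in SeD O2 at PN1 (adjusted p = 4.19e-13, and 0.0488 with an estimated correlation). Its other calls, in SeS at PN1 (adjusted p = 0.0334) and SeD at PN3 (0.0101), had adjusted p = 0.962 and 0.625 with an estimated correlation, and the former was lost without SeS RA PN1 replicate 2 (0.163), SeS O2 PN1 replicate 1 (0.107) or SeS O2 PN1 replicate 2 (0.0929). In SeS at PN3 it missed the threshold (0.0515) and passed without SeS RA PN3 replicate 1 (0.0284), 2 (0.0352) or 3 (0.0149) or SeS O2 PN3 replicate 1 (0.0216).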

More interesting and relative to lung development are the differential expression profiles in Wnt/β-catenin [39] and Notch pathways [40,41,42]. Enrichment analyses were further performed on these specific pathways (Figure 7 and Figure 8).

Enrichment analyses of the Wnt/b-catenin pathway identified several Wnt signaling molecules, including Axin1 and several Fzd isoforms at PN1. 

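Axin1, a scaffold of the complex that degrades β-catenin, was lower in SeD O2 than in SeD RA at PN1 by a log2 fold change of -0.27 (SE 0.0856), and Fzd1 by -0.44 (SE 0.127). Neither passed in edgeR's quasi-likelihood test (adjusted p = 0.0896 and 0.0626). Axin1 passed without SeD RA PN1 replicate 1 (0.0367) or 2 (0.0231), and Fzd1 without SeD RA PN1 replicate 2 (0.0182). Fzd8 did not change (0.04, SE 0.121). In SeS at PN1, the changes were -0.05 for Axin1 (SE 0.0856), -0.08 for Fzd1 (SE 0.127) and -0.09 for Fzd8 (SE 0.121), and the interaction passed for none of the 3 (adjusted p = 0.39, 0.303 and 0.764). Axin1 was at 51.5 ± 6.32 CPM (SD, n = 3) in SeD RA and 42.8 ± 1.31 in SeD O2, and Fzd1 at 125 ± 13.0 and 91.9 ± 6.46. Axin1 (ENSMUSG00000024182) lies on chromosome 17 of GRCm39 from 26350235 to 26414789. It was a core gene of the Wnt list in SeD O2 against SeD RA, SeS RA and SeS O2 at PN1, as was Fzd1, and Fzd7 was a core gene of the Notch list in the same comparisons.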

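Wnt5b, a ligand of noncanonical Wnt signaling, was lower in SeD O2 than in SeD RA at PN3, with a log2 fold change of -0.66 (SE 0.163, adjusted p = 0.00426 from edgeR's quasi-likelihood test). Wnt6 was lower by -1.37 (SE 0.478, adjusted p = 0.0284 from edgeR), at less than 1 CPM in every group mean. The call of Wnt6 was lost without SeD RA PN3 replicate 1 (adjusted p = 0.0634) or 3 (0.0992) or SeD O2 PN3 replicate 1 (0.0641) or 3 (0.0955), and that of Wnt5b was kept without any 1 of the 6 libraries. In SeS at PN3, Wnt5b changed by -0.26 (SE 0.162, adjusted p = 0.252) and Wnt6 by -0.84 (SE 0.481, adjusted p = 0.203). At PN1 neither gene passed in either diet, with Wnt5b at -0.02 in SeS and -0.09 in SeD, and Wnt6 at 0.35 and -0.65.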

PN3 revealed suppression of Wnt5b and Wnt6. Wnt5b has been identified as a negative regulator of alveolar epithelial progenitor cells, thus restricting growth and differentiation in the alveolar compartment [43]. Wnt6 is influential earlier in development, playing a role in embryonic morphogenesis and later in postnatal homeostasis (reviewed by Wei) [44]. 

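Between SeD O2 and SeS O2, the log2 fold change of Wnt5b was -0.35 at PN3 (SE 0.164, adjusted p = 0.291 from edgeR's quasi-likelihood test) and that of Wnt6, a ligand expressed at low level, was -0.95 at PN1 (SE 0.489). Fzd1 differed by -0.36 at PN1 (SE 0.127) and -0.08 at PN3 (SE 0.127). Axin2 differed by -0.20 at PN1 (SE 0.158) and -0.01 at PN3 (SE 0.158), and no Wnt gene of these passed. In RA, the diets differed by 0.05 for Wnt5b (SE 0.162) and 0.46 for Wnt6 (SE 0.454) at PN3, and Fzd8 was lower in SeD at PN1 by -0.22 (SE 0.121, adjusted p = 0.283), which passed without SeD RA PN1 replicate 1 (0.0139). The O2 effect in SeD less that in SeS at PN3 was -0.41 for Wnt5b (SE 0.23, adjusted p = 0.678), -0.54 for Wnt6 (SE 0.678, adjusted p = 0.864), -0.07 for Fzd1 (SE 0.179, adjusted p = 0.945) and 0.03 for Axin2 (SE 0.223, adjusted p = 0.99).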

Lower expression of these Wnt/b-catenin pathway genes could significantly influence lung development and are evident in the context of Se deficiency and hyperoxia exposure.

Enrichment analyses of the Notch pathway identified several canonical genes. 

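Notch3, a Notch receptor of smooth muscle cells and pericytes, was lower in O2 than in RA at PN3, with a log2 fold change of -1.08 in SeS (SE 0.156, adjusted p = 3.18e-04 from edgeR's quasi-likelihood test) and -1.11 in SeD (SE 0.157, adjusted p = 1.61e-04). Notch1 changed by -0.86 in SeS (SE 0.113, adjusted p = 1.65e-04) and -0.93 in SeD (SE 0.113, adjusted p = 6e-05). Notch2 changed by -0.40 in SeS (SE 0.113, adjusted p = 0.0135) and -0.46 in SeD (SE 0.113, adjusted p = 0.0046), and its call in SeS was lost without SeS RA PN3 replicate 3 (adjusted p = 0.0921) or SeS O2 PN3 replicate 2 (0.0511). At PN1, SeD O2 was lower than SeD RA in Notch1 (-0.60, SE 0.113, adjusted p = 0.00925) and Notch3 (-0.73, SE 0.156, adjusted p = 0.018), the latter lost without SeD O2 PN1 replicate 1 (0.0508) or 3 (0.0756), and Notch2 did not pass (-0.25). In SeS at PN1, none of the 3 receptors passed, at -0.27 for Notch1, -0.13 for Notch2 and -0.28 for Notch3. Under Se deficiency alone, SeD RA differed from SeS RA by 0.11 in Notch1, 0.00 in Notch2 and 0.09 in Notch3 at PN1, and by -0.14, 0.04 and -0.16 at PN3, and none passed. The O2 effect differed between the diets for none of the 3 (interaction adjusted p from 0.29 to 0.771 at PN1 and from 0.938 to 0.99 at PN3).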

Notch 1, 2 and 3 exhibit lower expression in hyperoxia and under Se deficiency. Notch 2 has been identified as crucial to alveolar epithelial differentiation and the subsequent integrity of the epithelial and smooth muscle layers of the distal conducting airways. Notch 1 works in conjunction with Notch 2 in epithelial maintenance but is not essential for lung development [45]. Notch 3 regulates smooth muscle cell differentiation and distribution as well as club cell and basal cell differentiation into epithelial cells in the lung. Importantly, Notch ligands are also differentially expressed in our models and include Jag1 and Dll1. Both are important ligands for Notch 2 and 3 and are essential for developmental signaling in the lung, though the cell types expressing the ligand are not well defined.

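Dll1, a ligand of Notch receptors, was higher in SeD RA than in SeS RA at PN1, with a log2 fold change of 0.76 (SE 0.186, adjusted p = 0.0102 from edgeR's quasi-likelihood test), and lower in SeD O2 than in SeD RA at PN1 by -0.86 (SE 0.187, adjusted p = 0.0188). The former call was lost without SeS RA PN1 replicate 1 (adjusted p = 0.0501) or SeD RA PN1 replicate 2 (0.105), and the latter without SeD RA PN1 replicate 3 (0.0575) or SeD O2 PN1 replicate 3 (0.0794). Dll1 was at 16.1 ± 2.37 CPM (SD, n = 3) in SeD RA and at 9.49 ± 0.748 in SeS RA, 9.78 ± 2.01 in SeS O2 and 8.88 ± 0.82 in SeD O2 at PN1. The difference of the O2 effects between the diets did not pass (-0.91, SE 0.263, adjusted p = 0.0924). At PN3, Dll1 did not pass between SeD O2 and SeS O2 (-0.47, SE 0.186, adjusted p = 0.199). Jag1, the other ligand, did not pass in any comparison, with log2 fold changes between SeD O2 and SeS O2 of -0.19 at PN1 (SE 0.136) and -0.26 at PN3 (SE 0.137, adjusted p = 0.383), and of -0.09 for O2 against RA in SeD at PN1 (SE 0.136).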

Interestingly, both Wnt/β-catenin and Notch signaling are associated with Nrf2. Wnt3a has been shown to stabilize Nrf2 in fibrotic lung diseases and alter antioxidant metabolism in hepatocytes [46,47]. The interactions between Notch signaling and Nrf2 are reasonably well-defined and include reciprocal regulation. Notch has an antioxidant binding element (ARE, the Nrf2 binding site) in the promoter region and Nrf2 has a Rbpjk site (the Notch binding site) in its promoter region. This reciprocal regulation was defined by Wakabayashi et al. in the context of hepatic oxidant stress [42] for Notch1. Other studies have identified a ROS-Nrf2-Notch cellular homeostasis that prevents airway diseases associated with oxidant stress [40,41].

## 5. Conclusions

Our data suggest that Se is a biologically relevant modulator of perinatal lung development and antioxidant responses, especially in the context of hyperoxia exposure. Further, our data highlight that beyond antioxidant effects, relevant pulmonary genes and pathways implicated in the development of BPD are differentially modulated by the intersection of perinatal Se status, Nrf2 signaling and hyperoxia in the neonatal lung. Given the enhanced risk of Se deficiency in ELBW infants, the current data represent a viable model to identify the mechanistic role of Se in perinatal lung development and hyperoxia responses. Additional information provided by RNA sequencing data will open new avenues to identify lung developmental pathways dysregulated by Se deficiency, as well as the interaction between Se deficiency and O_2_ toxicity.

## Figures and Tables

**Figure 1:**
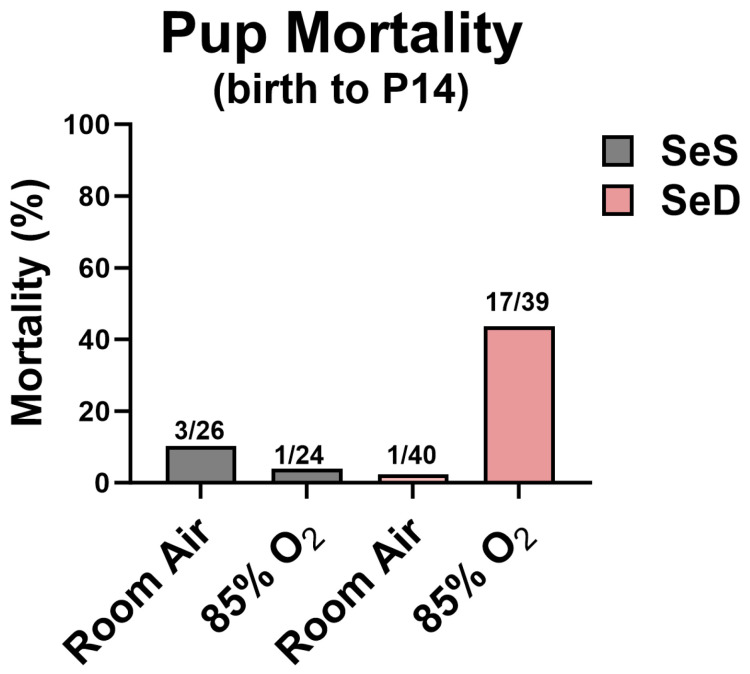
Pup mortality. Pups nursed by dams, fed SeS and SeD diets and exposed to 85% O_2_ for 14 days were observed. Greater than 40% mortality occurred in the SeD, hyperoxia-exposed pups. (Numbers indicate deaths at P14/total live births.).

**Figure 2:**
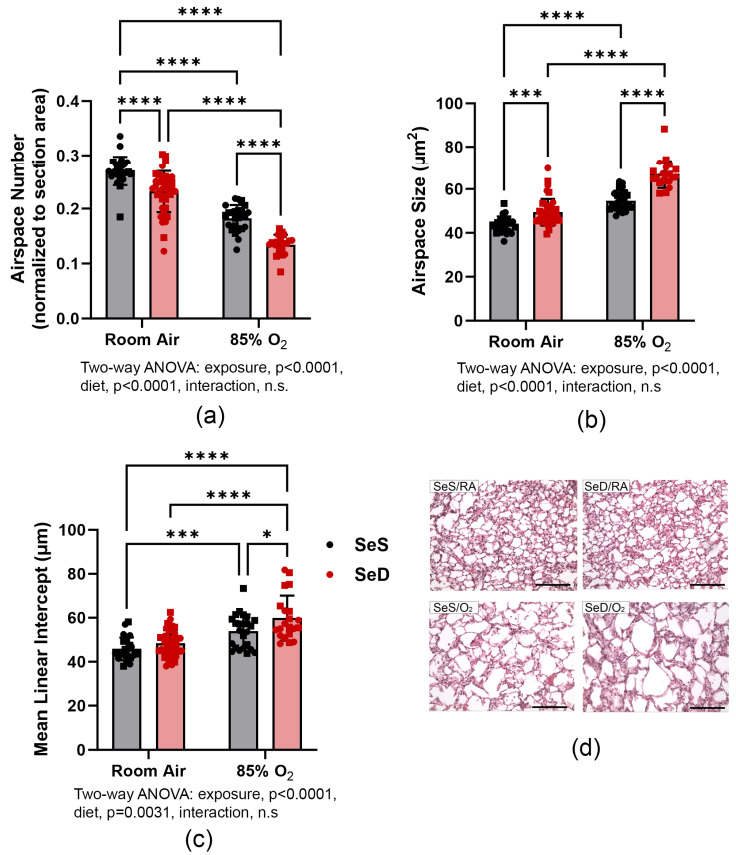
Morphometric analyses. Grey bars with black symbols represent SeS mice while red bars and red symbols represent SeD mice. The alveolar number (**a**) and size (**b**) and mean linear intercept (MLI) (**c**) were measured as described in Section 2. Data were analyzed by two-way ANOVA, with Tukey’s post-hoc analysis. Significance is indicated within the figure: * *p* < 0.05, *** *p* < 0.0005, **** *p* < 0.0001, n.s., non-significant. Se/RA, *n* = 25; SeD/RA, *n* = 40; SeS/O_2_, *n* = 24; SeD, *n* = 22. Photomicrographs of lung tissue sections (**d**) were captured at 200×; bars represent 100 μm. Squares represent males and circles represent females within each treatment group.

**Figure 3:**
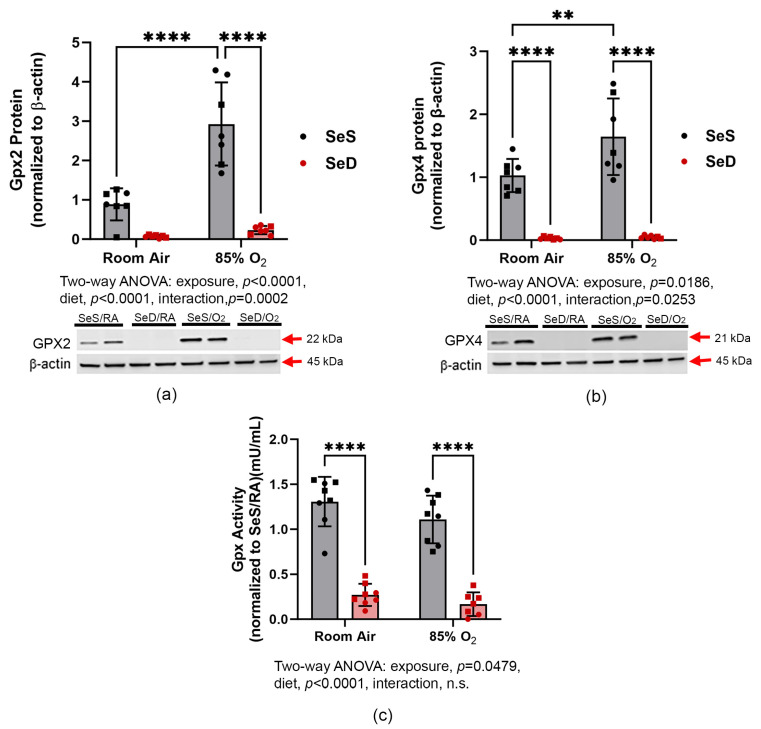
Gpx2 and Gpx4 protein levels and total GPX activity. Gpx2 (**a**) and Gpx4 (**b**) protein levels were measured by western blot analysis, and total Gpx activity (**c**) was measured as indicated in Methods. Grey bars with black symbols represent SeS mice while red bars and red symbols represent SeD mice. Squares represent males and circles represent females within each treatment group. Data were analyzed by two-way ANOVA with Tukey’s post-hoc analysis. Significance is indicated within the figure: ** *p*< 0.01, **** *p* < 0.0001, n.s., non-significant. For western blots, *n* = 7; for activity measurements, *n* = 8.

**Figure 4:**
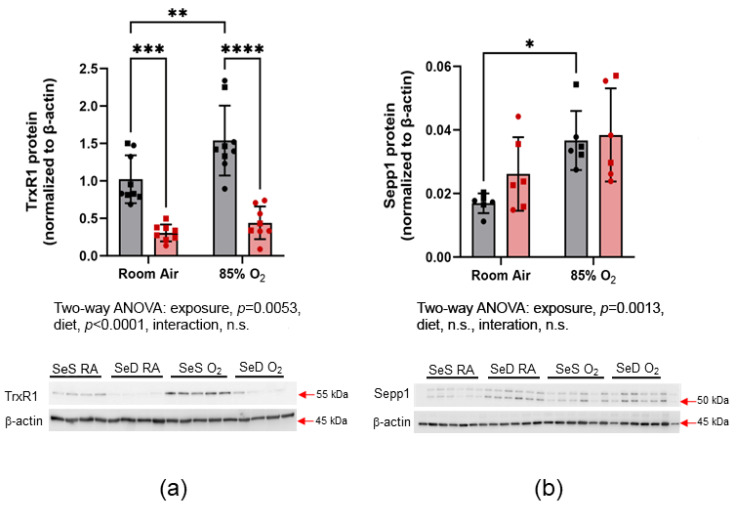
Selenoprotein expression. Txnrd1 (**a**) and Sepp1 (**b**) protein levels were measured by western blot analysis. Grey bars with black symbols represent SeS mice while red bars and red symbols represent SeD mice. Squares represent males and circles represent females within each treatment group. Data were analyzed by two-way ANOVA, with Tukey’s post-hoc analysis. Significance is indicated within the figure: * *p* < 0.05, ** *p*< 0.01, *** *p* < 0.0005, **** *p* < 0.0001, n.s., non-significant. For Txnrd1, *n* = 9 in the SeS group and *n* = 8 in the SeD groups. For Sepp1, *n* = 6 for all groups.

**Figure 5:**
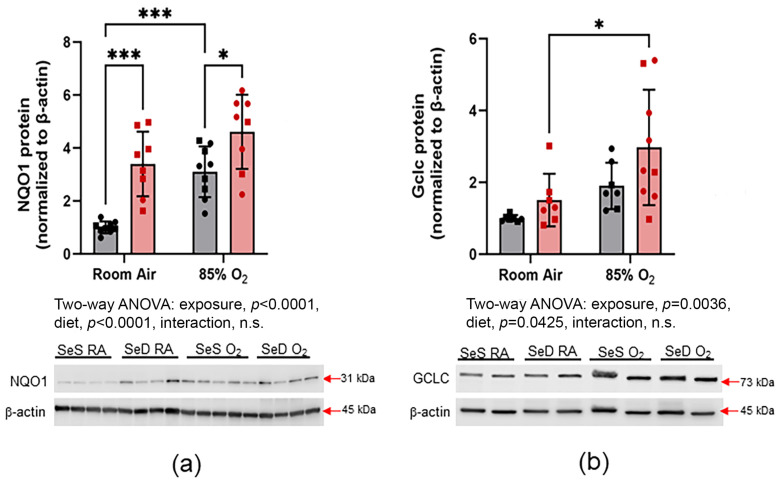
Nrf2 activation. NQO1 (**a**) and Gclc (**b**) protein levels were measured by western blot analysis, as indicated in Methods. Grey bars with black symbols represent SeS mice while red bars and red symbols represent SeD mice. Squares represent males and circles represent females within each treatment group. Data were analyzed by two-way ANOVA with Tukey’s post-hoc analysis. Significance is indicated within the figure: * *p* < 0.05, *** *p* < 0.0005, n.s., non-significant. For NQO1, *n* = 9 in the SeS group and *n* = 8 in the SeD group. For Gclc, *n* = 7 in the SeS group and for SeD/RA, *n* = 9 in the SeD/O_2_ group.

**Figure 6:**
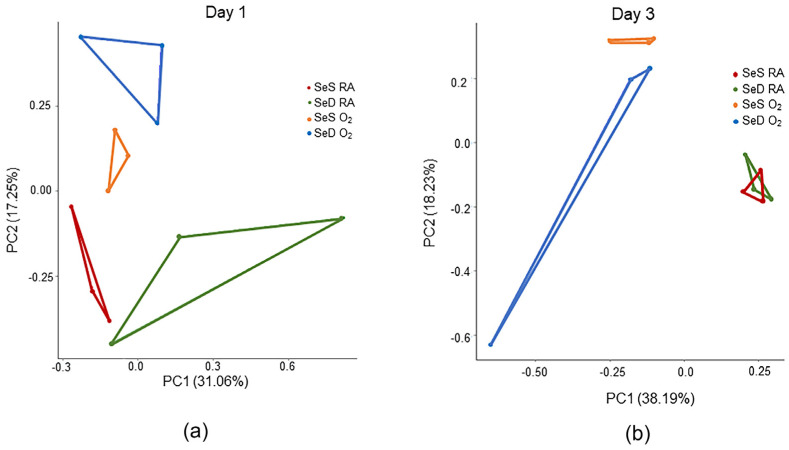
Principal component analysis (PCA) plots. (**a**) PCA plot from RNA-seq analysis of PN1 lung tissues from SeS or SeD pups exposed to RA or hyperoxia. (**b**) PCA plot from RNA-seq analysis of PN3 lung tissues from SeS or SeD pups exposed to RA or hyperoxia. Complete separation among the four groups is observed at PN1, and the O_2_ groups were separated from each other and the RA groups at PN3.

**Figure 7:**
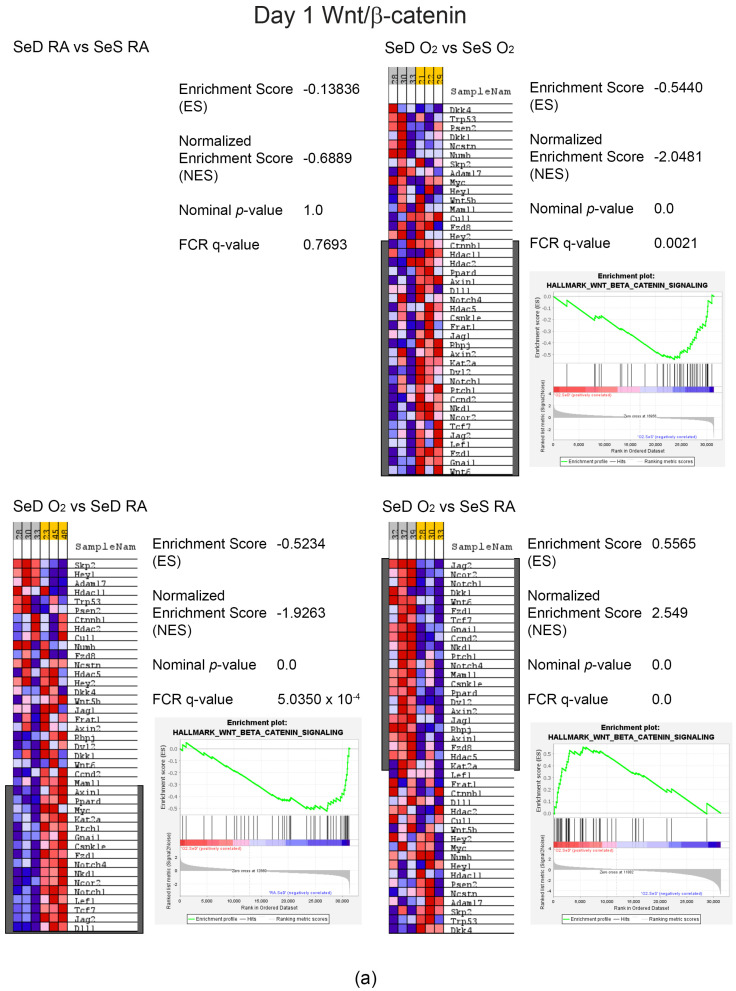

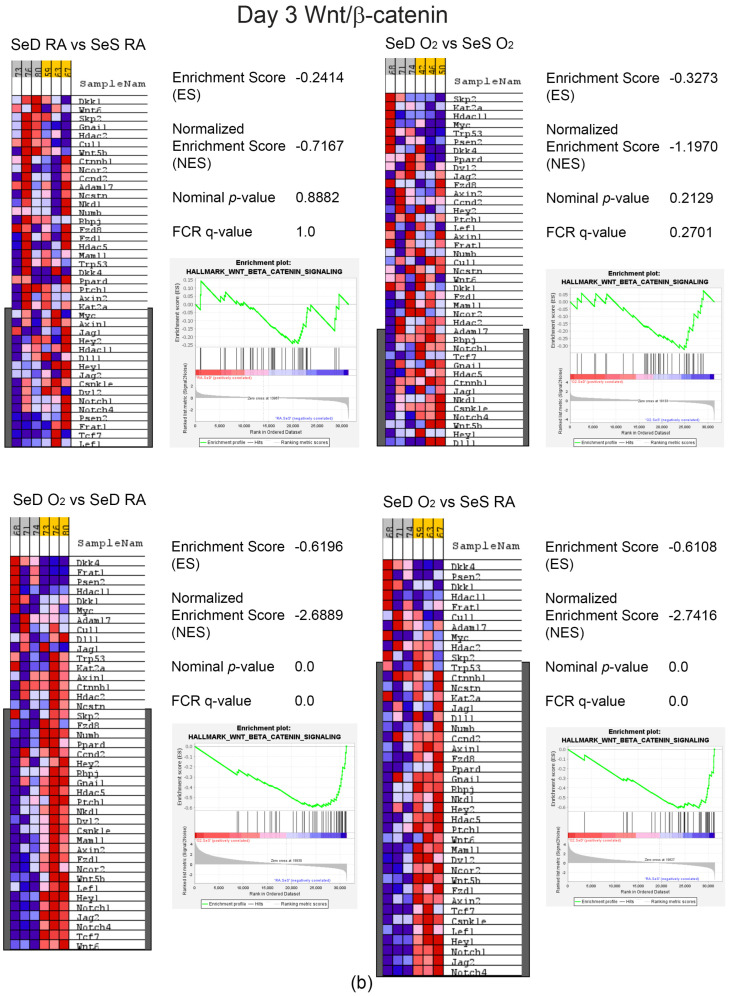
GSEA core enrichment analyses of Wnt/β-catenin pathway. Heat maps and enrichment plots were produced on the Wnt/b-catenin pathway for the following group comparisons: SeD RA vs. SeS RA, SeD O_2_ vs. SeS O_2_, SeD O_2_ vs. SeD RA and SeD O_2_ vs. SeS RA on Day 1 (**a**) or Day 3 (**b**). Grey boxes indicate “yes” in core enrichment. Statistics are indicated in the figures.

**Figure 8:**
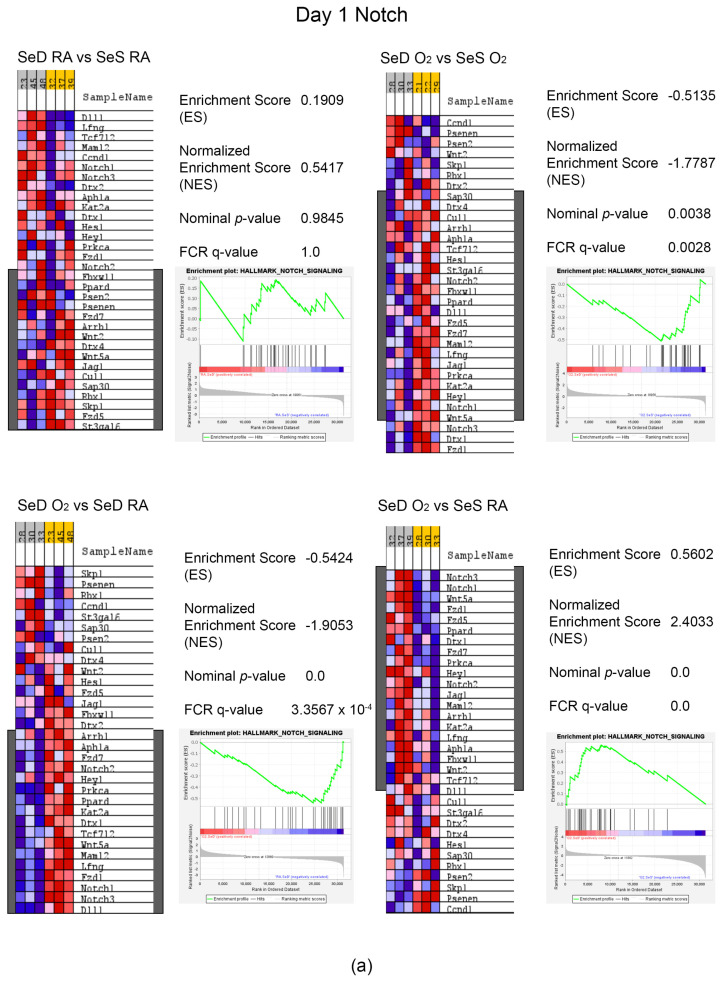

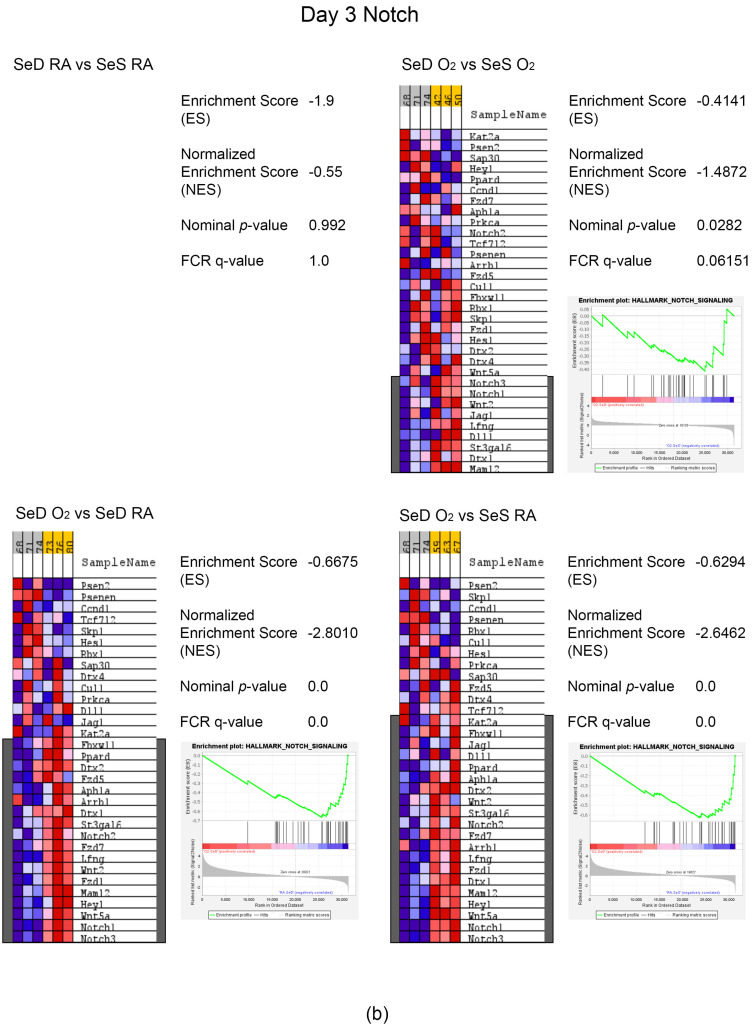
GSEA core enrichment analyses of Notch pathway. Heat maps and enrichment plots were produced on the Notch pathway for the following group comparisons: SeD RA vs. SeS RA, SeD O_2_ vs. SeS O_2_, SeD O_2_ vs. SeD RA and SeD O_2_ vs. SeS RA on Day 1 (**a**) or Day 3 (**b**). Grey boxes indicate “yes” in core enrichment. Statistics are indicated within the figures.

**Table 1:** Differentially expressed genes from RNA seq.

Significant Genes in Each Comparison			
O_2_ vs. RA in SeS	O_2_ vs. RA in SeD	SeS vs. SeD in RA	SeS vs. SeD in O_2_
6813	4239	2816	782

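Over both ages, Ntrk2, a neurotrophin receptor gene, was lower in O2 than in RA in both diets, with a log2 fold change of -2.47 in SeS (SE 0.206) and -2.49 in SeD (SE 0.206). Trim67, a ubiquitin ligase gene, changed by -1.2 in SeS (SE 0.151) and -1.48 in SeD (SE 0.152), and Cyp26b1, which degrades retinoic acid, by -1.33 (SE 0.237) and -1.77 (SE 0.241). Eda2r, a p53 target gene of the TNF receptor family, rose by 3.42 in SeS (SE 0.312), as did Nmrk2, an enzyme of NAD synthesis (3.98, SE 0.415), and Slc7a11, the cystine carrier that feeds glutathione synthesis (1.93, SE 0.293). They were higher in O2 in SeD at PN3 as well. There Eda2r was at 22.7 to 70.4 CPM in O2 and 1.85 to 2.96 in RA. Nmrk2 was at 3.17 to 4.62 and 0.0807 to 0.523 CPM, and Slc7a11 at 7.36 to 15.5 and 1.96 to 2.48 CPM. At PN1 in SeD the libraries of Slc7a11 overlapped. In SeD, the highest among called genes with at least 5 CPM in a group and no overlap of libraries were Fgl1 (5.79, SE 1.31), Cfi (5.20, SE 1.05) and Dpys (5.12, SE 1.18), genes expressed in liver, followed by the acute-phase gene Serpina3n (4.98, SE 0.853) and the eosinophil gene Epx (4.77, SE 0.733). The adjusted p from edgeR's quasi-likelihood test were at most 0.00604, with 6 libraries per arm. With the 3 libraries with the most Alb left out, which leaves 1 library of SeD O2 PN1 and 2 of SeD O2 PN3, Fgl1 (1.51, adjusted p = 0.263) and Dpys (0.78, adjusted p = 0.566) no longer passed, and Cfi (1.64), Serpina3n (3.15) and Epx (2.98) did. With only the libraries of the groups compared, Fgl1 (adjusted p = 0.0554) and Dpys (0.0548) did not pass either.

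Between O2 and RA, edgeR called 6217 DEGs in SeS (4449 higher, 1768 lower) and 6127 in SeD (3940 higher, 2187 lower) of 23831 genes tested. Of the 4449 and 3940 higher, 2100 were shared, and of the 1768 and 2187 lower, 1159. Among genes with a mean of at least 5 CPM more were lower than higher, with 495 higher and 1532 lower of 2027 in SeS and 1525 and 1866 of 3391 in SeD. The authors' filtered table holds 31420 genes, and with those genes edgeR called 7940 and 6061. Moving the library with conflicting oxygen labels to SeS RA PN1 left 3534 in SeS. In SeD the count was 2522 with only the libraries of the groups compared, and 3491 and 3763 in edgeR with 4 groups, without age and with additive age. DESeq2 on the same 8 groups called 6545 in SeS and 6700 in SeD, and 104 between the diets in RA, 974 in O2 and 301 for the interaction. Limma's voomWithQualityWeights called 8252, 7698, 1523, 321 and 1 in the same order. Of the 4239 genes in SeD and 6713 in SeS that the authors' deposited tables call, 4239 and 5526 were tested here, and 3915 and 5304 were also called here, all with the same sign.

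At PN1 the adjusted p of Ntrk2 was 0.00139 in SeS (-2.41, SE 0.29) and 8.69e-05 in SeD (-2.73, SE 0.295), and at PN3 Nmrk2 rose by 5.70 in SeS (SE 0.64) and 4.10 in SeD (SE 0.621). With the library whose oxygen labels conflict moved to SeS RA PN1, Ntrk2 was no longer called in SeS at PN1 (-1.98, adjusted p = 1), and edgeR called 0 genes there. On the labels used here DESeq2 called 956 genes in SeS at PN1, and limma 3381. By age, edgeR called 14 DEGs between O2 and RA in SeS at PN1 (11 higher, 3 lower) and 596 in SeD (334 and 262), and at PN3 6576 in SeS (3828 and 2748) and 8561 in SeD (5643 and 2918). Of those at PN3, 539 higher and 2458 lower genes in SeS, and 1062 and 2576 in SeD, had a mean of at least 5 CPM. In SeS at PN1 the count was 4, 2 and 3 without SeS RA PN1 replicates 1, 2 and 3 and 1, 2 and 1 without SeS O2 PN1 replicates 1, 2 and 3. In SeD at PN1 it was 912 and 287 without SeD RA PN1 replicates 1 and 3 and 202 and 138 without SeD O2 PN1 replicates 1 and 3. In SeS at PN3 it was 3762 and 3787 without SeS RA PN3 replicates 1 and 3 and 4290 without SeS O2 PN3 replicate 1.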

Significant genes were selected from filtered normalized 31420 genes by using the Wald test with Deseq2 in R. Threshold setting: false discovery rate (FDR adj. *p*) < 0.05; log fold change > |0.25|.

## Data Availability

The transcriptomic data presented in this study are available in the GEO database (accession number GSE255744). Public accessibility information: Transcriptomic data will be accessible on 13 February 2025.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/antiox13040391/s1: Figure S1: GSEA Hallmark Gene Sets.

How the deposited data were processed for this re-analysis (not part of the article)

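Lung RNA from 24 mouse pups was analysed, in 8 groups of 3 libraries formed by diet (SeS, SeD), gas (RA, O2) and age (PN1, PN3). The group of each library was taken from its title. SeS O2 PN1 replicate 2 has a title that says hyperoxia and an oxygen level of 0.21, and it was placed by its title because the paper's figures show 3 libraries in every group, and the authors' deposited sheet of groups also lists it as O2.

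As deposited, the counts are raw read counts per gene for 57010 genes. The authors made them with FastQC 0.12.0, trimmomatic 0.39, HISAT2 2.2.1 on GRCm39 and featureCounts 2.0.6. The signal values the authors deposited are the same counts divided by 1 size factor per library, for 31420 genes. The log2 fold changes in the authors' tables come from DESeq2 1.40.2 in R 4.3.1. The p-values the authors deposited are Wald p and adjusted p over the 31420 genes, and the model behind them is not stated. The paper's enrichment was run in GSEA 4.1.0. The release of the gene annotation is not stated, and 700 of the gene identifiers were not in the annotation used here for positions and exon lengths.

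Depth per library is given as the sum of the deposited counts, from 26 to 50.4 M. The common biological coefficient of variation was 0.263. Genes were kept with filterByExpr (minimum count 10, minimum total 15), which left 23831 genes, of which 12591 had a mean of at least 5 CPM. CPM of Alb, Myh8, Sprr3 and the receptor genes are counts scaled to the library total, and all other CPM are also scaled by TMM. The counts were scaled by TMM and fitted in edgeR 4.0.16 (R 4.3.3) with 8 group means, and contrasts were tested with the quasi-likelihood F-test. Log2 fold changes carry a prior count of 0.125. The 15 comparisons were SeD against SeS in RA and in O2, O2 against RA in SeS and in SeD, and their interaction, each at PN1, at PN3 and over the mean of both ages. The p were adjusted over the genes tested (Benjamini-Hochberg). A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.25. The replicate numbers were not taken as pairs, since libraries with the same number were not more alike at both ages. Over the 2000 most variable genes their mean r was 0.0441 at PN1 and -0.0618 at PN3, against -0.0252 and 0.0338 for other numbers, and 7 and 3 of 12 libraries were most alike to their own number. A replicate block was an alternative.

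Enrichment followed the paper's comparisons, with genes ranked by the signal-to-noise ratio of the authors' normalized values and scored with fgsea 1.28.0 (weight 1). The Hallmark collection itself was not at hand, so the Wnt/β-catenin, Notch and reactive oxygen species lists were written from memory of their members and need not equal it. With 30 further lists they make the 33 lists tested with camera in limma 3.58.1 (preset correlation 0.01, adjusted over the 33 lists). These are selenoproteins, selenocysteine synthesis and selenium uptake, glutathione metabolism, NRF2 targets, p53 targets, the integrated stress response, proliferation, inflammatory and acute-phase genes, interferon-stimulated genes, hypoxia-inducible genes, cholesterol synthesis, the circadian clock, immediate early genes and mitochondrially encoded genes. Others are markers of alveolar type 1 and type 2 cells, airway, endothelium, myofibroblasts, collagens, macrophages, neutrophils, lymphocytes, erythroid cells, heart muscle, skeletal muscle, thymus, liver and brown fat, and X-inactivation and Y-linked genes. Camera with an estimated correlation was run for every list.

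Principal components were taken at each age from log2 CPM of the 500 most variable genes. Separation of the groups was tested by the pseudo-F of the distances between libraries over all genes used, not in the plane of components 1 and 2. All ways to form the groups were gone through. Correlations and figures were computed in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1.

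Genes are named by a rule set before the data were examined. It takes the 18 genes the paper names for the lung. It takes, for each comparison, the 5 highest and 5 lowest log2 fold changes among called genes with at least 5 CPM in a group, no overlap of libraries between the groups and a gene symbol. For each list described, it takes the 4 members with the smallest unadjusted p. The paper's values for its named genes had been read by then. Ddx3y, Alb, Myh8, Sprr3 and the receptor genes were chosen after their values were seen.

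Alternatives were DESeq2 1.42.0, limma's voomWithQualityWeights, RLE size factors, no filter, the authors' genes, only the groups compared, other fold thresholds, a replicate block, each library left out in turn, the library with conflicting labels moved to RA, and models of 4 groups with or without age. For the enrichment, they were other rankings, filtered genes and camera, and for the components, all genes and scaling to unit variance. Added after seeing the data were leaving out the 3 libraries with the most Alb, leaving out the 2 RA libraries with the most receptor counts, genes with at least 5 CPM, subtraction of a background per kb of exon, and the authors' genes in a DESeq2 model without age. An alternative was taken as unchanged for a gene or list when its direction and its side of the threshold stayed, and a change of sign of a gene that did not pass in either setting was also taken as unchanged. A count was taken as unchanged within a factor of 1.5.

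The pipeline was tested on simulated data made from the libraries, with 50 genes changed at each fold. The changed genes were drawn from those with a mean of at least 5 CPM, and no library was made to stand apart. In O2 against RA in SeD at PN3, it recovered 18 of 50 genes at a factor of 1.5, 42 at 2, 50 at 4 and 41 at 0.5, and called 5 of 23631 unchanged genes. The deposited group key and annotation tables were not used as measurements.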

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

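The tests of total counts, of receptor expression, of leaving out SeD RA PN1 replicate 2 and of the selenium effect at PN3, and the settings with libraries of the most Alb left out or a background taken off, were chosen only after the result was seen.

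Olfactory and vomeronasal receptor genes, which the paper does not analyse, had a median of 245 CPM in the 12 O2 libraries, and 334 and 877 CPM in SeD RA PN1 replicates 1 and 2, above the other RA libraries. A difference in total counts between O2 and RA is argued against, since the ratio of their means was 1.00. Expression brought about by O2 cannot be told apart from other causes, since the other 10 RA libraries (22 to 46 CPM) lay below all 12 O2 libraries (113 to 477 CPM), and the 2 RA libraries above the O2 median are those that define the pattern. Receptor CPM fell with the total count of a library (Spearman rho -0.704, permutation p = 0.00021, and Pearson r -0.502, permutation p = 0.029, in 24 libraries; -0.714 and -0.662 without the 2 farthest), with rho -0.497 (permutation p = 0.106) within O2 and -0.832 (permutation p = 0.00143) within RA, so a difference in usable reads between libraries may contribute. Genomic DNA cannot be told apart from other sources: silent X genes relative to silent autosomal genes were lower in O2 libraries with Y transcripts by a ratio of 0.538 (exact permutation p = 0.00505), as 1 X chromosome would give, but SeD O2 PN1 replicate 3, with no Y transcripts, overlapped them at 0.56. In that library 10 silent autosomal genes held 8089 counts. Without the silent genes above 20 counts in any library, a cut chosen after seeing the first ratio, the ratio was 0.508 (exact permutation p = 0.00253). The O2 libraries with Y transcripts then reached at most 0.655, and those without were at 1.08 or more. On that cut SeD RA PN1 replicate 1, with no Y transcripts, was at 1.22. Replicates 2 and 3, both with Y transcripts, were at 0.603 and 0.827.

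Of the 3483 DEGs between SeD RA and SeS RA at PN1, 3174 were higher in SeD, with a median log2 fold change of 4.21. A selenium effect alike at both ages cannot be told apart from other causes. The same genes had a median of -0.361 at PN3, where 886 of them were positive, but 24 of the 3174 had a mean of at least 5 CPM, so that most lie near the floor. The count rested on SeD RA PN1 replicate 2, the library with the most receptor counts, without which 1 gene was called, and it was 1568 and 1325 without SeS RA PN1 replicates 1 and 3. An even background of reads over all exons may explain part of it and cannot be told apart from other causes, since 1375 genes were called with such a background taken off, between the bounds set for either reading. A selenium effect at PN1 alone stays open and was not tested.

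Alb, a liver gene, was at 3840 and 2600 CPM in SeD O2 PN1 replicates 1 and 2 and at 36100 CPM in SeD O2 PN3 replicate 1, above the RA libraries, in the arm in which the Wnt and Notch lists were lower. RNA from liver as the cause of the lower lists against SeD RA at PN3 is argued against, since without SeD O2 PN3 replicate 1 the NES there were -2.446 for Wnt and -2.338 for Notch, both past the threshold. At PN1, replicates 1 and 2 of SeD O2 were not left out together in this ranking, since 1 library would remain. Liver RNA therefore cannot be told apart from other causes at PN1, also for SeD O2 against SeS O2. Both lists were also lower in SeS O2 than in SeS RA at PN3 (NES -2.679 and -2.355, with p from permuted genes), so an O2 effect in both diets may account for them, although camera with an estimated correlation did not call them there (adjusted p = 0.2281 and 0.6604). A stronger O2 effect in SeD cannot be told apart from an equal one, since the camera interaction at PN3 had adjusted p of 0.337 for Wnt and 0.0617 for Notch, and a p that misses the threshold does not show that the effects are equal. How liver RNA entered these libraries was not tested.

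The O2 effect in SeD differed between PN3 and PN1 for 4258 genes in edgeR's test of the difference (3540 higher and 718 lower, 675 with at least 5 CPM), and that in SeS for 0 genes, with 2204 at an unadjusted p under 0.05 (the other tools were not run for it). The test in SeD includes SeD RA PN1 replicates 1 and 2, the RA libraries with the most receptor counts, and no library was left out for it. An effect of age in SeD therefore cannot be told apart from these libraries. The O2 effect differed between the diets over both ages for 1 gene in edgeR, Adgre4, whose call was lost without most of the single libraries, while DESeq2 on the same 8 groups called 301. Myh8, a skeletal muscle myosin gene, was at 106 CPM in SeS O2 PN1 replicate 3 and 100 CPM in SeS O2 PN3 replicate 1. Sprr3, a gene of squamous epithelium, was at 71 CPM in SeD O2 PN1 replicate 3. The comparison of SeS O2 with SeS RA, which the paper's enrichment leaves out, gave an NES for Notch of -1.686 at PN1 (adjusted p = 0.0159 from fgsea). That call was lost when genes were ranked by log2 fold change, and without SeS O2 PN1 replicate 3 or SeS RA PN1 replicate 2 or 3. Camera with an estimated correlation did not call it either.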

How the results depend on the processing

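The settings with libraries of the most albumin or receptor counts left out, genes of at least 5 CPM, a background taken off, and the authors' filtered genes in DESeq2 with 4 groups and no age term, and the estimated correlation for the number of list calls, were chosen only after the result was seen. Among planned settings, 195 counts of DEGs stayed within a factor of 1.5 and 119 did not, and 4849 calls of named genes kept their direction and side of the threshold, 488 no longer passed, 75 newly passed and 2 reversed. For the gene lists these numbers were 3331, 172, 178 and 15. Among the added settings, 1313 gene calls were kept, 80 lost, 42 gained and 2 reversed, and 913 list calls were kept, 73 lost, 56 gained and 14 reversed. Leaving out the 3 libraries with the most albumin leaves 1 library in SeD O2 PN1 and 2 in SeD O2 PN3, and leaving out the 2 room air libraries leaves 1 in SeD RA PN1. At PN1 these 2 settings therefore set 1 library against 3, with the spread taken from the other groups, and their values there show no more than that library.

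The cause was not tested for any change of count below, other than fewer libraries or genes in a setting's own construction. With DESeq2 on the 8 groups, the counts were over both ages 104 (SeD/SeS in RA), 974 (SeD/SeS in O2), 301 (interaction), at PN1 19 (SeD/SeS in O2), 956 (O2/RA in SeS), 2361 (O2/RA in SeD), 1287 (interaction) and at PN3 5 (SeD/SeS in RA), 1678 (SeD/SeS in O2), 281 (interaction). With limma's voomWithQualityWeights, the counts were over both ages 1523 (SeD/SeS in RA), 321 (SeD/SeS in O2), at PN1 5898 (SeD/SeS in RA), 181 (SeD/SeS in O2), 3381 (O2/RA in SeS), 3526 (O2/RA in SeD), 3243 (interaction) and at PN3 55 (SeD/SeS in O2), 9945 (O2/RA in SeS). With only the libraries of the groups compared, the counts were over both ages 5 (SeD/SeS in RA), 3 (SeD/SeS in O2), 2522 (O2/RA in SeD), at PN1 2 (SeD/SeS in RA), 5 (SeD/SeS in O2), 334 (O2/RA in SeS), 80 (O2/RA in SeD) and at PN3 5 (SeD/SeS in RA), 2 (SeD/SeS in O2), 3107 (O2/RA in SeD). With DESeq2 on 4 groups without an age term, the counts were over both ages 2335 (SeD/SeS in RA), 782 (SeD/SeS in O2), 381 (interaction). With DESeq2 on 4 groups and additive age, the counts were over both ages 2017 (SeD/SeS in RA), 774 (SeD/SeS in O2), 274 (interaction). With the 3 libraries with the most albumin left out, the counts were over both ages 6 (SeD/SeS in RA), 172 (SeD/SeS in O2), 17 (interaction), at PN1 53 (SeD/SeS in O2), 2920 (O2/RA in SeD), 39 (interaction) and at PN3 5 (SeD/SeS in RA). The authors' filtered genes in DESeq2 with 4 groups and no age term gave over both ages 2816 (SeD/SeS in RA), 782 (SeD/SeS in O2), 381 (interaction). At an absolute log2 fold change above 1, the counts were over both ages 12 (SeD/SeS in O2), 3744 (O2/RA in SeS), 2547 (O2/RA in SeD), 0 (interaction), at PN1 9 (O2/RA in SeS), 106 (O2/RA in SeD) and at PN3 16 (SeD/SeS in O2), 3426 (O2/RA in SeS), 5117 (O2/RA in SeD). With a replicate block, the counts were over both ages 21 (SeD/SeS in O2), 0 (interaction), and at PN1 3 (O2/RA in SeS). Moving the library with conflicting oxygen labels to SeS RA PN1 gave over both ages 11 (SeD/SeS in O2), 3534 (O2/RA in SeS), and at PN1 2 (SeD/SeS in RA), 0 (O2/RA in SeS), 355 (O2/RA in SeD). Using edgeR on 4 groups without an age term gave over both ages 417 (SeD/SeS in O2), 3491 (O2/RA in SeD), 0 (interaction). Using edgeR on 4 groups and additive age gave over both ages 313 (SeD/SeS in O2), 3763 (O2/RA in SeD). Leaving out the 2 room air libraries with the most receptor gene counts gave over both ages 23 (SeD/SeS in O2), 0 (interaction), and at PN1 0 (SeD/SeS in RA), 1657 (O2/RA in SeS). Genes with a mean of at least 5 CPM gave over both ages 419 (SeD/SeS in O2), 1748 (O2/RA in SeS), 3724 (O2/RA in SeD), 0 (interaction), at PN1 1 (SeD/SeS in RA), 9 (O2/RA in SeS), 1786 (O2/RA in SeD) and at PN3 737 (SeD/SeS in O2), 2801 (O2/RA in SeS), 3386 (O2/RA in SeD). RLE size factors gave over both ages 0 (interaction), at PN1 1251 (O2/RA in SeD) and at PN3 102 (SeD/SeS in O2). Taking off a background per kb of exon gave over both ages 0 (interaction), at PN1 1375 (SeD/SeS in RA), 1168 (O2/RA in SeD) and at PN3 134 (SeD/SeS in O2). No low-count filter gave at PN1 905 (O2/RA in SeD), and at PN3 62 (SeD/SeS in O2). Genes of the authors' filtered table gave at PN1 358 (O2/RA in SeD).

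Leaving out each library in turn, the counts ranged from 3 to 237 around 3 for SeD/SeS in RA over both ages, 3 to 1162 around 37 for SeD/SeS in O2 over both ages, 0 to 5 around 1 for interaction over both ages, 1 to 5077 around 3483 for SeD/SeS in RA at PN1, 3 to 11 around 3 for SeD/SeS in O2 at PN1, 1 to 4 around 14 for O2/RA in SeS at PN1, 138 to 912 around 596 for O2/RA in SeD at PN1, 0 to 2692 around 0 for interaction at PN1, 7 to 1788 around 34 for SeD/SeS in O2 at PN3, 3762 to 5715 around 6576 for O2/RA in SeS at PN3 and 0 to 3 around 0 for interaction at PN3. The counts of O2/RA in both diets over both ages and in SeD at PN3, and of SeD/SeS in RA at PN3, stayed within a factor of 1.5 without any 1 library.

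With an estimated correlation in camera, 6 of 118 list calls were left. Its adjusted p for the Wnt list were 0.1842, 0.2328, 0.2113, 0.4061, 0.1523 (SeD O2 against SeS O2 at PN1, against SeD RA at PN1 and PN3, and against SeS RA at PN1 and PN3) and 0.2281 (SeS O2 against SeS RA at PN3). For the Notch list they were 0.3997, 0.2704, 0.2953, 0.6137, 0.2857, and 0.9617 and 0.6604 (SeS O2 against SeS RA at PN1 and PN3). Genes ranked by log2 fold change gave NES that no longer passed, -1.222 (Wnt, SeD O2 against SeD RA at PN1), -1.609 (Wnt, against SeS RA at PN1), -1.109 (Notch, against SeD RA at PN1) and -1.292 (Notch, SeS O2 against SeS RA at PN1). The signed root of F gave NES that newly passed, -1.596 (Notch, SeD O2 against SeS O2 at PN3), and for the reactive oxygen species list 1.671 (SeD at PN3), 1.574 (SeS at PN1) and 1.614 (SeS at PN3). Camera with the preset correlation newly passed at adjusted p of 0.03051 (Wnt, SeS O2 against SeS RA at PN1), 0.01942 (Notch, SeD O2 against SeS O2 at PN3), 0.01007 and 0.03344 (reactive oxygen species, SeD at PN3 and SeS at PN1). Without each library in turn, NES at PN1 ranged from -2.288 to -1.385 (Wnt) and -2.043 to -1.325 (Notch) for SeD O2 against SeS O2, -2.249 to -1.348 and -2.197 to -1.249 against SeD RA, and -2.176 to -1.108 (Notch) for SeS O2 against SeS RA, where the call was lost without SeS O2 PN1 replicate 3 (-1.108) and SeS RA PN1 replicates 2 (-1.361) and 3 (-1.278). The pseudo-F of the groups at PN3 ranged from 1.84 to 6.453. At PN1 it was 2.419 with the 3 libraries with the most albumin left out, and the points of SeS O2 and SeD RA then overlapped in the plane.

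The direction reversed for Selenop (SeD/SeS in O2 at PN3) and Trf (O2/RA in SeD at PN3), to log2 fold changes of -0.951 and -0.126 without SeD O2 PN3 replicate 1 and -0.963 and -0.134 with the 3 libraries with the most albumin left out. For lists it reversed, with the adjusted p of camera, as follows, and the cause was not tested. At PN1 the settings without the libraries of the most albumin or receptor counts rest on 1 library of SeD. The setting with genes with a mean of at least 5 CPM gave 0.031 (Wnt/beta-catenin, SeD/SeS in RA at PN1), 0.00548 (Notch, SeD/SeS in RA at PN1), 0.827 (reactive oxygen species, SeD/SeS in RA at PN1), 0.859 (NRF2 target genes, SeD/SeS in RA at PN1), 0.0179 (proliferation, SeD/SeS in RA at PN1), 0.031 (myofibroblast, smooth muscle and elastic fibre genes, SeD/SeS in RA at PN1). The setting with 2 room air libraries with the most receptor gene counts left out gave 0.982 (reactive oxygen species, SeD/SeS in RA at PN1), 0.00068 (proliferation, SeD/SeS in RA at PN1), 0.856 (hypoxia-inducible genes, O2/RA in SeD at PN1). The setting with only the libraries of the groups compared gave 0.0209 (myofibroblast, smooth muscle and elastic fibre genes, SeD/SeS in RA at PN1). The setting with 3 libraries with the most albumin left out gave 0.0395 (p53 target genes, SeD/SeS in O2 at PN1), 0.93 (neutrophil and granulocyte markers, SeD/SeS in O2 at PN1), 0.0246 (alveolar type 1 markers, SeD/SeS in O2 at PN3), 0.0327 (alveolar type 2 markers, SeD/SeS in O2 at PN3), 0.0894 (erythroid markers, SeD/SeS in O2 at PN3). Leaving out SeS O2 PN1 replicate 2 gave 0.971 (immediate early genes, SeD/SeS in O2 at PN1). Leaving out SeD O2 PN1 replicate 1 gave 0.0153 (heart muscle markers, SeD/SeS in O2 at PN1), 0.0052 (heart muscle markers, O2/RA in SeD at PN1). Leaving out SeS O2 PN1 replicate 3 gave 0.00217 (skeletal muscle markers, SeD/SeS in O2 at PN1), 0.787 (skeletal muscle markers, O2/RA in SeS at PN1). The setting with library with conflicting oxygen labels moved to SeS RA PN1 gave 0.00113 (immediate early genes, O2/RA in SeS at PN1). Leaving out SeS RA PN3 replicate 3 gave 0.00833 (liver markers, SeD/SeS in RA at PN3). The setting with limma voomWithQualityWeights gave 0.836 (alveolar type 1 markers, SeD/SeS in O2 at PN3), 0.567 (skeletal muscle markers, SeD/SeS in O2 at PN3). Leaving out SeD O2 PN3 replicate 1 gave 0.0288 (alveolar type 1 markers, SeD/SeS in O2 at PN3), 0.0431 (alveolar type 2 markers, SeD/SeS in O2 at PN3), 0.0838 (erythroid markers, SeD/SeS in O2 at PN3). Leaving out SeS O2 PN3 replicate 1 gave 0.0941 (skeletal muscle markers, SeD/SeS in O2 at PN3). Leaving out SeS RA PN3 replicate 1 gave 0.948 (interferon-stimulated genes, O2/RA in SeS at PN3). Over all libraries left out in turn, the values of these genes and lists ranged from -0.951 to 1.16 (Selenop: SeD vs SeS in O2, PN3), -0.126 to 4.97 (Trf: O2 vs RA in SeD, PN3), 2.63e-06 to 0.971 (immediate early genes: SeD vs SeS in O2, PN1), 3.32e-14 to 0.0153 (heart muscle markers: SeD vs SeS in O2, PN1), 9.7e-05 to 0.908 (skeletal muscle markers: SeD vs SeS in O2, PN1), 6e-05 to 0.787 (skeletal muscle markers: O2 vs RA in SeS, PN1), 4.83e-04 to 0.942 (heart muscle markers: O2 vs RA in SeD, PN1), 1.54e-04 to 0.671 (liver markers: SeD vs SeS in RA, PN3), 2.94e-05 to 0.0881 (alveolar type 1 markers: SeD vs SeS in O2, PN3), 7.52e-05 to 0.316 (alveolar type 2 markers: SeD vs SeS in O2, PN3), 1.55e-07 to 0.0838 (erythroid markers: SeD vs SeS in O2, PN3), 5.9e-06 to 0.0941 (skeletal muscle markers: SeD vs SeS in O2, PN3) and 1.34e-04 to 0.948 (interferon-stimulated genes: O2 vs RA in SeS, PN3).

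Depth limits genes of few counts: 23831 of 57010 genes were tested, and 12591 had a mean of at least 5 CPM. For the interaction edgeR called 0 genes at PN1 beside 4072 at an unadjusted p under 0.05, and 0 at PN3 beside 1946.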

Differences from the paper's values

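The comparison with the authors' genes in DESeq2 was chosen only after the result was seen.

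The paper gives 2816 DEGs between SeS and SeD in RA, at the thresholds used here, and 3 were called here over both ages. In the authors' deposited table, 2787 of the 2816 were higher in SeD and 29 lower. Of the 2816, 2368 were tested here, and 21 had a mean of at least 5 CPM, so that most lie near the floor. Of the alternatives set before the data were examined, DESeq2 with 4 groups gave 2335 without an age term and 2017 with an additive one, within a factor of 1.5 of the paper's, and the others did not come that near. In O2 the paper gives 782 and 37 were called here. DESeq2 gave 974 with 8 groups, 782 with 4 groups and no age term and 774 with additive age, and leaving out SeD O2 PN3 replicate 2 or 3 gave 1143 or 1162, while the other alternatives stayed outside that factor. For the interaction the paper gives 381 and 1 was called here. DESeq2 gave 301 with 8 groups, 381 with 4 groups and no age term and 274 with additive age, and the other alternatives stayed outside. DESeq2 with 4 groups, no age term and the authors' genes gave 2816, 782 and 381. It was chosen after seeing the values and drops 0 of the genes the authors called.

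For O2 against RA in SeS the paper's Table 1 gives 6813 DEGs, and the authors' deposited table holds 6713 at the same thresholds, as did that DESeq2 setting, with 6217 called here.

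The paper's NES of Notch in SeD O2 against SeS RA at PN3 is about -2.7 in Fig. 8, read by eye, and it was -2.531 here, with a spread of 0.15 when libraries were left out. It came within that spread without SeD O2 PN3 replicate 2 or SeS RA PN3 replicate 2, and not under the other alternatives.

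In Fig. 6, read by eye, component 1 holds about 31% of the variance at PN1 and about 38% at PN3 and component 2 about 17% at PN1, and here they held 50.8%, 65.7% and 32.6%. For component 1 no alternative came within a factor of 1.5. Component 2 did with all genes (14.7%) and without SeD RA PN1 replicate 2 (21.9%). The paper does not state which genes it used.

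The paper reports lower Notch1, Notch2 and Notch3 under Se deficiency, and no difference between SeD and SeS passed here for these 3 genes in either gas, although all 3 were lower in O2 in both diets at PN3. It lists Jag1 as differentially expressed, and Jag1 passed in no comparison in edgeR, while Dll1 passed in SeD against SeS in RA and in O2 against RA in SeD, both at PN1, and in the latter also over both ages (-0.50, adjusted p = 0.01).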

Other observations

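The counts of other splits were chosen only after the result was seen.

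Genes of the p53 response rose in O2 at PN3 in both diets. Cdkn1a, which arrests the cell cycle, rose by 1.83 on the log2 scale in SeS (SE 0.227) and 2.16 in SeD (SE 0.229), and Gdf15, a stress cytokine, by 2.86 (SE 0.323) and 2.42 (SE 0.314). Of 26 p53 targets, 19 were higher in SeS and 19 in SeD, with 1 lower in SeD (22, and 20 with 1 lower, when adjusted over the list alone). Camera gave adjusted p of 5.43e-12 and 4.99e-09, and 0.228 and 0.25 with an estimated correlation.

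Several endothelial and mesenchymal genes were lower in O2 at PN3. SeD O2 PN3 replicate 1, the library with the most Alb, stood apart, with means over the list, on the log2 scale relative to the median library, of -0.808 for endothelial markers (-0.292 and -0.565 in the other 2 libraries of its group), -0.867 for myofibroblast genes (-0.0466 and -0.33) and -0.577 for collagens (-0.0743 and -0.0157). Camera kept the calls of the endothelial and myofibroblast lists in SeD without it. Sox17, an arterial transcription factor, changed by -0.89 in SeS (SE 0.149) and -1.09 in SeD (SE 0.15), and in SeD the endothelial receptors Aplnr and Tie1 changed by -1.63 (SE 0.23) and -1.03 (SE 0.16). Of 20 endothelial genes, 8 were lower in SeS and 17 in SeD (8 and 18 adjusted over the list alone), with adjusted p of 2.44e-04 and 2e-12, and 0.66 and 0.211 with an estimated correlation. Between SeD O2 and SeS O2 at PN3, 2 were lower, Erg (-0.74, SE 0.141) and Tek (-0.65, SE 0.13), and 14 adjusted over the list alone (adjusted p = 9.95e-16, and 0.166 with an estimated correlation). Those 2 calls were lost without SeS O2 PN3 replicate 1, 2 or 3 (adjusted p of 0.0836, 0.15 and 0.112 for Erg and 0.0881, 0.199 and 0.112 for Tek) or SeD O2 PN3 replicate 1 (0.0794 and 0.113). The interaction of the list at PN3 had an adjusted p of 1.23e-09, and 0.262 with an estimated correlation. Pdgfra, which marks alveolar myofibroblast precursors, changed by -1.02 in SeS (SE 0.149) and -1.25 in SeD (SE 0.15). Of 20 myofibroblast genes, 7 were lower in SeS and 13 in SeD (8 and 13 over the list alone; adjusted p = 3.64e-05 and 4.43e-10, and 0.66 and 0.25 with an estimated correlation). Of 16 collagen and matrix genes, 6 were lower and 1 higher in SeS, and 9 and 1 in SeD (7 and 2, and 9 and 1, over the list alone; adjusted p = 0.0151 and 2.3e-04, and 0.71 and 0.431 with an estimated correlation), with Col5a1 at -0.72 in SeD (SE 0.144), and the call in SeS was lost without SeS O2 PN3 replicate 1 (0.0725).

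Marco, a scavenger receptor of alveolar macrophages, rose by 1.74 in SeS (SE 0.398) and 2.55 in SeD (SE 0.41). Of 15 macrophage genes, 5 were higher in SeS and 10 in SeD (6 and 10 over the list alone; adjusted p = 0.0208 and 5.18e-04, and 0.66 and 0.295 with an estimated correlation), and the call in SeS was lost without SeS RA PN3 replicate 2 (0.086). Of 13 neutrophil genes, 0 passed in edgeR in SeS (camera adjusted p = 0.945), and 10 were higher in SeD, among them S100a8 (1.49, SE 0.355) and S100a9 (1.33, SE 0.327). The list passed in SeD (adjusted p = 0.0101, and 0.625 with an estimated correlation) and not without SeD O2 PN3 replicate 1 (0.135). Fdps, of cholesterol synthesis, changed by -0.74 (SE 0.135) in SeS, where 9 of 20 genes of that list were lower (13 over the list alone; adjusted p = 6.16e-07, and 0.585 with an estimated correlation). In SeD, 2 were lower and 1 higher (adjusted p = 0.358, and 0.0202 without SeD O2 PN3 replicate 1). Of 21 inflammatory and acute-phase genes, 9 were higher in SeD (10 over the list alone), among them Timp1 (1.59, SE 0.311) and Ccl3 (1.43, SE 0.298), with an adjusted p of 0.00473, and 0.433 with an estimated correlation. At PN1, 5 of these genes were higher in SeD O2 than in SeD RA (12 over the list alone, adjusted p = 1.56e-07, and 0.146 with an estimated correlation).

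The other lists are given for O2 against RA in SeD at PN3, as genes higher and lower with the adjusted p of camera. Heart muscle had 0 and 1 of 14 (0.00125, and 0.726 with an estimated correlation), selenocysteine synthesis 2 and 1 of 10 (0.758), selenoproteins 7 and 1 of 22 (0.533), the integrated stress response 5 and 0 of 20 (0.369), interferon-stimulated genes 2 and 0 of 24 (0.592), hypoxia-inducible genes 7 and 1 of 16 (0.369), the circadian clock 1 and 0 of 15 (0.369), mitochondrially encoded genes 2 and 0 of 13 (0.369), lymphocytes 4 and 0 of 12 (0.956), brown fat 2 and 0 of 7 (0.24), and airway (13 genes), skeletal muscle (14) and X-inactivation and Y-linked genes (6) 0 and 0 (0.369 each). Proliferation had 0 and 1 of 34 (0.165), and passed without SeD RA PN3 replicate 1 (0.0153) or SeD O2 PN3 replicate 1 (3.02e-05). Immediate early genes had 2 and 0 of 14 (0.45), and passed without SeD O2 PN3 replicate 1 (0.00978). Alveolar type 1 genes had 1 and 0 of 13 (0.369), type 2 genes 0 and 0 of 12 (0.487) and liver genes 10 and 0 of 12 (0.199, 11 higher over the list alone), and these passed without SeD O2 PN3 replicate 3 (0.0224, 0.032 and 0.0241). Erythroid genes had 5 and 0 of 15 (0.19), and passed without SeD RA PN3 replicate 3 (0.0233) or SeD O2 PN3 replicate 2 (0.0154) or 3 (0.0176). Thymus genes had 0 and 0 of 9 (0.19), and passed without SeD RA PN3 replicate 2 (0.0258), and in SeS 6 of 9 were lower (8 over the list alone, 0.00151, 0.66 with an estimated correlation, and 0.0553 without SeS RA PN3 replicate 2).

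In other splits of the same libraries over both ages, 1 of 30 splits, the real one, gave a count as large in each comparison. The share was under 0.05 for 37 genes beside 1 in the highest other split (SeD against SeS in O2), 6217 beside 416 (O2 against RA in SeS) and 6127 beside 4203 (in SeD). It was not adjusted over the comparisons. Such a share speaks only against no difference at all between the groups, and does not show that each called gene differs. The count of 37 was 3 without SeS O2 PN3 replicate 3 and 1162 without SeD O2 PN3 replicate 3. For 3 beside 2 (SeD against SeS in RA) and 1 beside 0 (interaction) the counts differ by 1 gene, and chance is not taken as excluded. At a given age, 10 splits are too few for a share under 0.05. There the real count and the highest other were 3483 and 3082 (SeD against SeS in RA), 3 and 0 (in O2), 14 and 0 (O2 against RA in SeS) and 596 and 0 (in SeD) at PN1, and 3 and 0, 34 and 186, 6576 and 0, and 8561 and 67 at PN3. The real split was the only 1 as large in each, except that 2 splits were as large for SeD against SeS in O2 at PN3, where the count of 186 points to a structure of the libraries within the groups. For the interaction the real count was 0 at PN1 and at PN3, which all 30 splits must reach, so the splits decide nothing there. The highest other counts were 1397 and 9, and that of 1397 also points to such a structure.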
